# Small Intestinal Tuft Cell Activity Associates With Energy Metabolism in Diet-Induced Obesity

**DOI:** 10.3389/fimmu.2021.629391

**Published:** 2021-05-28

**Authors:** Pankaj Arora, Daniel Andersen, Janne Marie Moll, Niels Banhos Danneskiold-Samsøe, Liqin Xu, Biaofeng Zhou, Georgios Kladis, Philipp Rausch, Christopher T. Workman, Karsten Kristiansen, Susanne Brix

**Keywords:** tuft cells, high fat diet, gut-brain axis, GABA, neuroserpin, metabolism, type 2 immune responses

## Abstract

Little is known about the involvement of type 2 immune response-promoting intestinal tuft cells in metabolic regulation. We here examined the temporal changes in small intestinal tuft cell number and activity in response to high-fat diet-induced obesity in mice and investigated the relation to whole-body energy metabolism and the immune phenotype of the small intestine and epididymal white adipose tissue. Intake of high fat diet resulted in a reduction in overall numbers of small intestinal epithelial and tuft cells and reduced expression of the intestinal type 2 tuft cell markers *Il25* and *Tslp*. Amongst >1,700 diet-regulated transcripts in tuft cells, we observed an early association between body mass expansion and increased expression of the gene encoding the serine protease inhibitor neuroserpin. By contrast, tuft cell expression of genes encoding gamma aminobutyric acid (GABA)-receptors was coupled to *Tslp* and *Il25* and reduced body mass gain. Combined, our results point to a possible role for small intestinal tuft cells in energy metabolism *via* coupled regulation of tuft cell type 2 markers and GABA signaling receptors, while being independent of type 2 immune cell involvement. These results pave the way for further studies into interventions that elicit anti-obesogenic circuits *via* small intestinal tuft cells.

## Introduction

Intestinal tuft cells constitute a rare epithelial cell type located close to metabolism-regulating enteroendocrine cells and enteric nerve fibers in the gut (1). Therefore, tuft cells have been suggested to be involved in transmitting gut-brain axis signals and in regulating satiety and energy metabolism, but little is known about their actual involvement. Today, small intestinal tuft cells are acknowledged as key players in the initiation of potent type 2 immune responses against helminth infections in mice (2–4) *via* specific interaction with lamina propria type 2 innate lymphoid cells (ILC2s), with whom they form a tuft cell-ILC2 circuit *via* paracrine cytokine interactions. This tuft-ILC2 circuit has been shown to regulate adaptive intestinal remodeling in response to dietary cues (5). Thus, a constitutively activated tuft-ILC2 circuit results in increased small intestinal length with an increased ratio of secretory (tuft and goblet cells) to absorptive (enterocytes) cells, which severely reduces absorptive capacity. Additionally, mice fasted for 48 hours had increased levels of tuft cells that remained elevated after refeeding (6), altogether suggesting that tuft cells may adapt to dietary conditions.

Diet-induced obesity in mice and men is characterized by a chronic low-grade systemic inflammation coupled with alterations in the gut microbiota, increased levels of pro-inflammatory cytokines as well as altered immune cell profiles in visceral adipose tissue (7). A few studies have also shown that high-fat diet (HFD) feeding increased frequencies of Th1 and Th17 cells along with a decreased number of regulatory T cells (Tregs) and eosinophils in the small intestinal lamina propria (8–10). HFD feeding also results in considerable changes in cellular functions within the intestine, including higher intestinal stem cell numbers and self-renewal capacity (11), lower goblet cell differentiation and higher levels of misfolded Muc2 due to oxidative stress (12), lower number of small intestinal Paneth cells and antimicrobial peptides (13, 14), lower number of enteroendocrine cells with altered gut hormone production (15), as well as reduced enterocyte proliferation with altered metabolic activity (16, 17).

We here aimed to characterize functional and temporal aspects of intestinal tuft cells in response to HFD feeding focusing on their role in relaying immune-metabolic signals. To this end, we examined how HFD-associated effects on tuft cells coupled with small intestinal and epididymal white adipose tissue (eWAT) immune profiles as well as whole-body metabolic parameters. Our results suggest novel mechanisms whereby tuft cells may be involved in modulating whole-body energy metabolism.

## Materials and Methods

### Experimental Design

Male C57BL/6J (Taconic Biosciences A/S, Lille Skensved, Denmark) mice aged 5 weeks at arrival (week 0) were housed (4 mice per cage) in a climate-controlled room (temperature: 30°C and humidity: 55 ± 5%) subjected to a 12 h light/dark cycle (6:00 a.m. to 6:00 p.m.) with ad libitum access to water and food. During 1 week of acclimatization (week 0 to week 1), all mice were fed a normal chow diet (Altromin 1324, Brogaarden, Denmark). After acclimatization, the mice were distributed into 4 treatment groups with 12 mice in each group and offered one of two irradiated experimental diets: a synthetic low-fat reference diet (RFD) (EF D12450J) or a high-fat diet (HFD) (EF D12492) (ssniff, Germany, composition in **Table S1**). Mice were assigned into the four treatment groups based on MRI scans at arrival and distributed into cages based on their body mass, resulting in similar sums of body masses in each cage at study initiation. The RFD contained 10% fat (4.4% from lard and 5.6% from soybean oil). The HFD contained 60% fat (54.4% from lard and 5.6% from soybean oil). The mice were fed the two diets for either 9 or 22 weeks. All animals were handled similarly during standard procedures including weekly cage changes and body weight measurements, and general cleaning procedures at the animal facility. At the end of each experimental period, mice were terminated on three consecutive days, with one cage from each group each day, and randomized between treatment groups. Liver, eWAT, iWAT, BAT, small intestine and cecum were harvested at termination. Liver, cecum, eWAT, iWAT and BAT were weighed, and single-cell suspension for flow cytometry analysis were prepared from the small intestinal epithelium for sorting of tuft cells, and from the small intestinal lamina propria and parts of eWAT for immune cell quantification. Other parts of the eWAT and ileum were used for protein analyses. The samples collected at study termination were randomly distributed before analysis of the biomaterials described below.

### MRI Scan, Glucose, and Insulin Tolerance Tests

To measure lean and fat mass development during the experiments, MRI was performed on mice at specific time points using EchoMRI as per the manufacturer’s instructions. Oral glucose tolerance test (OGTT) and insulin tolerance test (ITT) were conducted in the 22 week groups at week 20 (OGTT) and week 21 (ITT). Prior to ITT and OGTT, co-housed mice were transferred to clean cages, and provided with bedding and free access to water. For OGTT, mice were feed-deprived for 5 hours (OGTT) and then gavaged with a 45% glucose solution (Sigma-Aldrich, G8769) corresponding to 3 g/kg of lean mass. For ITT, mice were feed-deprived for 2 hours, as recommended (18), and injected intraperitoneally with 0.75 U human insulin (Atrapid, Novo Nordisk, Denmark) per kg lean mass. Blood glucose levels were measured at 0, 15, 30, 45, 60, 90 and 120 min with a glucometer and glucose strips (Contour, Bayer) on samples collected from the tail vein tip.

### Single-Cell Preparation

Single-cell suspensions were prepared from 20 cm small intestine and epididymal (eWAT) white adipose tissue. Single-cell epithelial as well as lamina propria (LP) preparations were prepared from the small intestine in two steps. In all single-cell preparations, DMEM (Faculty of Health and Medical Sciences, University of Copenhagen, 1865), PBS (Mg^2+^ and Ca^2+^-free, pH 7.4, Gibco, 14190), fetal bovine serum (FBS, heat-inactivated, Gibco, 10270) and FACS buffer (3 mM EDTA in PBS + 5% FBS) were used. Harvested small intestines (1 cm distal to stomach) were flushed with ice-cold PBS, made devoid of visible mesenteric fat and Peyer’s patches, cut opened and washed manually with PBS to remove remaining intestinal contents. Intestinal tissue was cut into 2 cm pieces and incubated with rocking (900 rpm) and occasional flicking at 37°C for 20 min in 2*1.5 mL 30 mM EDTA (Sigma, ED2SS) in PBS. Obtained epithelial cell suspensions were washed (500g, 5 min at 5°C) in 3 mL PBS and incubated with rocking (300 rpm) and occasional flicking at 37°C for 10 min in 2*1.5 mL PBS supplemented with 20 μg/mL Dispase DH (Sigma-Aldrich, D4818) and 20 μg/mL DNase I (Sigma-Aldrich, 11284932001). Afterwards, epithelial cell suspensions were strained through 70-µm nylon filters while homogenizing the particulate matter, washed in 15 mL DMEM supplemented with 5% FBS, and suspended in FACS buffer.

For lamina propria single-cell preparation, the left-over intestinal tissues after EDTA treatment were rinsed with 10 mL PBS containing 5% FBS, minced into 1–2 mm pieces with scissors, incubated with rocking (500 rpm) and occasional flicking at 37°C for 30 min in 2*1.5 mL LP digestion buffer (DMEM supplemented with 5% FBS, 40 μg/mL Liberase DH (Sigma-Aldrich, 05401054001) and 50 μg/mL DNase I). Afterwards, 1 mL supernatant was transferred to a new vial, while the remaining cell suspension was repeatedly drawn through an 18-gauge needle to further mince the intestinal pieces. Fresh 1 mL LP digestion buffer was added, and the cell suspension was incubated again as described above. Afterwards, the LP cell suspension was passed through a 70-µm nylon filter while homogenizing the particulate matter, washed in 20 mL DMEM containing 5% FBS and suspended in FACS buffer.

For eWAT single-cell preparation, the tissues were harvested, finely chopped with scalpel blades and incubated at 37°C for 40 min in 1 mL DMEM containing 10% FBS and 20 mg/mL collagenase (Sigma-Aldrich, C6885) in a shaking incubator (150 rpm). 14 mL PBS containing 1% FBS was added to dilute the digestion reaction and afterwards digesta was strained through 70-µm nylon filters, washed (400g, 10 min at 5°C) in PBS, and subjected to red blood cell lysis using in-house made 1 mL lysis buffer (ACK buffer, 154.95 mM ammonium chloride, 9.99 mM sodium hydrogen carbonate, 0.0995 mM disodium EDTA, in PBS) for 5 minutes at room temperature. Finally, the cell suspensions were washed again in 14 mL PBS and suspended in FACS buffer. All single-cell suspensions were counted on a Nucleocounter (NC-200, ChemoMetec, Denmark) and plated for staining with antibodies before flow cytometric analysis.

### Staining of Cells for Flow Cytometry and Cell Sorting

All cell suspensions were incubated with Fc-block (anti-CD16/CD32, BD Biosciences) followed by staining with antibodies against surface markers. Cells were kept at 4°C throughout the staining procedure. Single-cell epithelial preparations were stained [CD45-eVolve 605 (eBiosciences, 30-F11), EpCAM-AF647(Biolegend, G8.8) and Siglec-F-PE (BD Biosciences, E50-2440)] for 30 min at 4°C and washed in FACS buffer followed by 0.3 µM 4’, 6-diamidine-20-phenylindole dihydrochloride (DAPI, 1.2 µL/10e6 cells) addition for dead cell exclusion. Live EpCAM+CD45+ Siglec-F+ tuft and EpCAM+CD45+ Siglec-F- non-tuft cell populations were sorted using Aria III (BD Biosciences) with a four laser (405nm, 488nm, 562nm and 633nm) configuration directly into RNA lysis buffer from a Quick-RNA Microprep Kit (Zymogen, R1050, R1051) and were stored at -20°C immediately after enrichment of tuft cells and at -80°C afterwards. Flow cytometric counting beads (CountBright Absolute; Life Technologies, C36950) were used to enumerate total live cell numbers. Intestinal tuft cell analysis and sorting were performed using the epithelial cell adhesion molecule (EPCAM) and sialic acid binding Ig-like lectin F (SIGLEC-F) as positive markers for identification of tuft cells. Siglec-F is also expressed on intestinal M-cells (19), and we therefore used CD45 expression to exclude cells co-expressing CD45 to leave out M-cells. To confirm that the analyzed and sorted cells were tuft cells, we used the common tuft and M-cell specific markers doublecortin-like kinase 1 (Dclk1) and Il25 and the M-cell specific marker glycoprotein 2 (Gp2), and performed RT-qPCR on RNA extracted from sorted cells.

Respective LP and eWAT single-cell preparations were divided into 2 fractions and were first stained with fixable violet live/dead stain (Life Technologies, L34955) as per manufacturer’s instructions and then incubated with Fc-block as described above. Afterwards, one fraction was stained for surface markers with the following antibody cocktails in FACS buffer (30 min at 4°C) supplemented with 2 µM monensin (Sigma-Aldrich, M5273) for intercellular cytokine detection and other fraction without monensin. The monensin supplemented antibody cocktail included CD45-PerCp (Biolegend, clone: 30-F11), CD11c-BV650 (Biolegend, N418), CD11b-AF 700 (eBiosciences, M1/70), F4/80-PE-Cy7 (Biolegend, BM8), CD206-BV605 (Biolegend, C068C2), Siglec-F-PE (BD, E50-2440), FceR1-FITC (eBiosciences, MAR-1), CD117-PE-CF594 (BD, 2B8), TNF-α-APC (Biolegend, Mp6-XT22). The antibody cocktail without monensin included NKp46-PE-Cy7 (eBiosciences, 29A1.4), CD90.2 (Biolegend, 30-H12), ST2-PE (Mdbiosciences, DJ8), KLRG1-BV605 (BD, 2F1), IL-17Rb-BV510 (BD, 6B7), CD45-PerCp (Biolegend, 30-F11), CD4-AF700 (BD, RM4-5), TCRab-APC (Biolegend, H57-597), GATA3-PerCp-eFluor 710 (eBiosciences, TWAJ), Tbet-PE-CF594 (BD, O4-46), Rorgt-BV650 (BD, Q31-378), and lineage cocktail [B220-FITC (eBiosciences, RA3-6B2), Ter-119-FITC (BioLegend, TER-119), CD8a-FITC (BD, 53-6.7), CD49b-FITC (eBiosciences, HMa2), Nk1.1-FITC (BD, PK136), CD11b-FITC (eBiosciences, M1/70), CD11c-FITC (BD, HL3), FceR1-FITC (eBiosciences, MAR-1)]. For intracellular cytokine (TNF-a) and intranuclear (GATA-3, T-bet, Rorgt) staining, a fixation/permeabilization solution kit (BD Cytofix/Cytoperm, 554714) and FoxP3/Transcription Factor staining buffer (eBiosciences, 00-5523-00) were used according to manufacturer’s instructions, respectively. The immune cell samples were analyzed on an LSR II (BD Biosciences) with a four laser (355nm, 405nm, 488nm and 633nm) configuration. All data were analyzed using FlowJo software (V10.0.7, Treestar). Gating strategies are shown in **Figure S4**.

### RNA Extraction for RT-qPCR and RNA Sequencing

Single-cell epithelial suspensions were prepared, stained and sorted into live EpCAM+CD45+ Siglec-F+ and live EpCAM+CD45+ Siglec-F- small intestinal epithelial cell populations to enrich for tuft cells in the EpCAM+CD45+ Siglec-F+ population as described above. Total RNA was isolated from cells using Quick-RNA Microprep Kit (Zymogen, R1050, and R1051). RNA concentrations were determined using a Qubit 2.0 fluorometer (ThermoFisher Scientific), and quality checked using a Bioanalyzer (HS RNA Pico Bioanalyzer chip, Agilent). Reverse transcription of RNA was performed with 5.6 μL of purified RNA and the resulting cDNA was amplified following the Smart-seq2 protocol with minor modifications. The primers and reagents listed in **Table S2** were used. Briefly, cDNA synthesis reactions were run as follows: incubating the RT Master mix and input RNA (72°C for 3 min), addition of template switching oligo master mix to the reaction mixture, reverse transcription (42°C for 90 min, followed by 10 cycles (50°C for 2 min, 42°C for 2 min), and inhibition of the reaction (70°C for 15 min). Afterwards, cDNA amplification was performed by incubating the cDNA and cDNA preamplification master mix at 98°C for 3 min, then 19 cycles (98°C 15s, 67°C 20s, 72°C 6 min), with a final extension at 72°C for 5 min using the PCR cycler and reagents (**Table S2**). Resultant cDNA was purified using AMPure XP beads (Beckman Coulter, A63881), and subsequently quantified using Qubit HS dsDNA Assay Kit (Life Technologies), checked for quality and library size using a High-Sensitivity DNA chip (Agilent Bioanalyzer) and used for quantitative PCR (qPCR) and RNA sequencing.

The qPCR of the amplified cDNA obtained from the two fractions of intestinal epithelial cells was performed with TaqMan Fast Universal PCR Master Mix (Applied Biosystems, 4352042) and a 7900HT Fast Real-time PCR system (Applied Biosystems) using primers and probes (**Table S3**) purchased from Integrated DNA Technologies (Leuven, Belgium). The PCR reactions were run under the following conditions: 95°C for 20 sec; 40 cycles of 95°C for 1 sec and 60°C for 20 sec. Transcripts were normalized to either *Gapdh* or *Dclk1* expression and relative expression was calculated based on ΔCt.

For RNA sequencing, the sequencing libraries from amplified cDNA of enriched small intestinal tuft cells were generated using the Nextera XT DNA library preparation kit with multiplexing primers, according to the manufacturer’s protocol (Illumina, FC-131-1096). Resultant cDNA libraries were purified using AMPure XP beads (Beckman Coulter, A63881), quantified using Qubit HS dsDNA Assay Kit (ThermoFisher Scientific), checked for library fragment size distributions using the High-Sensitivity DNA chip (Agilent Bioanalyzer). Afterwards, libraries (having insert size of 200-700 bp) were subjected to paired-end sequencing on the Illumina NovaSeq 6000 sequencing platform (Novogene Corporation, China). For analysis, the raw data were de-multiplexed and then filtered using Cutadapt (v1.15) to remove sequencing adapters and low quality reads. Mapping and alignment of the clean reads were performed using the STAR software program (v2.6.0) and transcript quantification was determined using the RSEM software package. The resulting gene matrix contained 47,729 genes of which 11,557 genes were not expressed in any samples and removed. 

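The tables hold 47729 genes, of which 11557 had no read in any of the 45 libraries and 36172 had at least 1 read. In GENCODE M21, 47224 of the identifiers had a gene symbol. The gene with the most reads was AY036118 in 35 of the 45 libraries. Genes with near-identical copies, such as the H2 genes, are uncertain because their reads were divided among the copies during counting.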

Of the remaining 36,172 genes, 79 genes had duplicate gene symbols, and only the gene with the highest total read count was retained. 

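With symbols from GENCODE M21, 19 of the genes with at least 1 read shared a symbol with a gene that had more reads, and they were removed. More than 5 reads in at least 6 of the 45 libraries were found for 14020 genes, which are the genes tested here.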

To filter out lowly expressed genes, we filtered out genes that did not have more than five reads in at least six samples, leaving 14,015 genes for further analysis. Cell type deconvolution was made using BSEQ-sc v1.0 and CIBERSORT. To remove gene count contributions from contaminating cell types, we weighed the read counts of all genes that were expressed by multiple cell types in Haber et al. (20), by the cell type proportion estimated by BSEQ-sc. Furthermore, using the log10 read count distribution of Haber et al. (20), we estimated the mode and the lower and upper read count cutoff that would contain 95% of the reads below and above the mode, respectively. Using the lower cutoff to exclude genes whose read counts were too low to confidently estimate tuft cell read proportions, we estimated the proportion of reads that originated from tuft cells and used this factor as an additional weight parameter when removing contaminating reads. Finally, we used the read count distribution of non-tuft cell marker genes [as identified in (20)] to estimate which genes that were not expressed in tuft cells and thus could be removed; there were 853 genes with at least three reads in at least 20% of any non-tuft cell types and with at least three reads in less than 20% of tuft cells, and together with the non-tuft marker genes, these were removed from the dataset. Genes were annotated with pathway information using Reactome, and differentially expressed genes and pathways were identified using SAM-seq v.1.0. Differentially expressed genes that were not part of any Reactome pathway (termed orphan genes) were designated immune/metabolism-associated if they were annotated with either the GO term “GO:0008152 metabolic process” or “GO:0002376 immune system process”.

### Tissue Cytokine Analysis

During mice dissection small intestinal and colon (flushed and mesenteric fat free) and eWAT tissue samples were harvested and snap frozen at -80°C until further analysis. For cytokine analysis approximately 50 mg of tissues were weighed, added into the extraction buffer (100 mg tissue/mL extraction buffer (w/v) containing 1 protease-inhibitor cocktail tablet [Complete ULTRA, Roche (05892791001)] per 5 mL PBS (Mg^2+^ and Ca^2+^-free, pH 7.4, Gibco, 14190) and homogenized using a homogenizer (Biospec 1001) until a uniform tissue homogenization was achieved. Afterwards, the homogenized mixture was centrifuged at 500g at 4°C for 10 min, and the supernatant was collected and stored at -80°C until analysis. Homogenate concentrations of IL-4, IL-5, IL-13, IL-25, IL-33 and TNF-α cytokines were measured using electro chemoluminescence measurements based on the Meso Scale Discovery platform (Meso Scale Discovery) according to the manufacturer’s instructions. Cytokine levels were calculated as pg per g of tissue.

### Statistical Analysis

Statistical analyses were performed in Prism 8.0.2 (GraphPad Software) and R v3.5.2 (R Core Team, 2018). While using Prism, the Holm-Sidak method was used to correct for multiple comparisons with *p < 0.05, **p < 0.01, ***p < 0.001. Unless otherwise stated, Spearman’s rank correlation was used for correlations with p-values < 0.05 and q-values < 0.1 as statistically significant. Network analyses were based on Spearman rank correlation coefficients (SCC) with (SCC) > 0.7 or SCC < -0.7 and q-values < 0.05 as statistically significant. Correlation networks are shown using Cytoscape (v. 3.8.2).

## Results

### Diet-Induced Obesity Reduces Expression of *Il25* and *Tslp* in Small Intestinal Tuft Cells

To examine the temporal effects of diet-induced obesity on small intestinal tuft cells, we provided C57BL/6J mice housed at thermoneutrality with either a high fat diet (HFD, 60% kcal fat) or low-fat reference diet (RFD, 10% kcal fat) for 9 and 22 weeks. Although obesity was more significant at 22 weeks, both time periods were sufficient to induce significant changes in systemic metabolic parameters between HFD and RFD, as signified by total body weight and fat-to-lean mass ratio (**Figures 1A, B** and **S1A, B**), as well as changes in liver, eWAT, iWAT and BAT masses (**Figure S1C**). After 20 weeks, HFD mice also displayed elevated fasting blood glucose, and impaired glucose tolerance and insulin sensitivity (**Figures 1C–E** and **S1D**). Flow cytometry-based identification of small intestinal epithelial cells (EpCAM+SiglecF-) and tuft cells (EpCAM+SiglecF+) (**Figures 1F** and **S2A, B**) revealed no significant effect of HFD for 9 or 22 weeks on the proportion of tuft cells out of total epithelial cells (**Figure 1G**), although HFD significantly decreased the absolute number of intestinal tuft cells at 9 (*p*=0.0016) and 22 weeks (*p*<0.0001) (**Figure S2C**). The lack of effect of HFD on tuft cell-to-epithelial cell proportions was due to a simultaneous decline in the absolute number of total epithelial cells at 9 (*p*=0.0023) and 22 weeks (*p*=0.0006) in HFD *vs.* RFD (**Figure S2C**). Among intestinal epithelial cells, tuft cells are the principal source of the type 2 immune-inducing proteins IL-25 (2–4) and thymic stromal lymphopoietin (TSLP) (20). HFD feeding for 9 and 22 weeks significantly reduced tuft cell-specific *Il25* (*p*=0.0032 for 9 weeks, *p*=0.0001 for 22 weeks) and *Tslp* (*p*=0.0233 for 9 weeks, *p*=0.0026 for 22 weeks) mRNA levels in FACS-purified tuft cells as normalized to the mRNA level of the tuft cell marker *Dclk1* (**Figure 1H**). Similarly, transcript levels of *Il25* (*p*=0.0002 for 9 weeks, *p*=0.0002 for 22 weeks) and *Tslp* (*p*=0.0019 for 9 weeks, *p*=0.0002 for 22 weeks) were significantly reduced compared to RFD using *Gapdh* mRNA for normalization (**Figure S2D**). The absolute tuft cell number correlated with *Il25* (*p*=0.006 for 9 weeks, *p*=0.005 for 22 weeks) and *Tslp* (*p*=0.001 for 9 weeks, *p*=0.019 for 22 weeks) expression levels (normalized to *Dclk1*) at both 9 and 22 weeks (**Figures S2E, F**).

**Figure 1:**
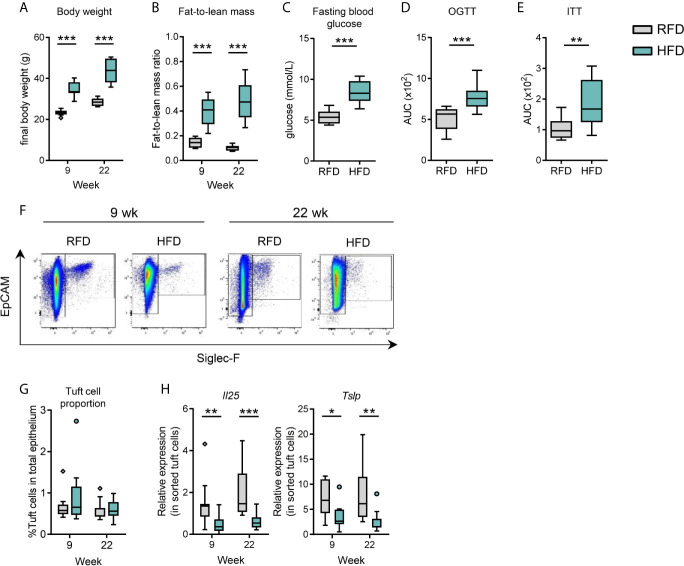
Diet-induced obesity results in decreased small intestinal tuft cell activity. C57BL/6J mice were fed either RFD or HFD for 9 and 22 weeks, respectively. **(A)** Body weight and **(B)** fat-to-lean mass ratio at week 9 and 22. **(C)** Fasting blood glucose at week 20, **(D)** oral glucose tolerance test (OGTT) at week 20, and **(E)** insulin tolerance test (ITT) at week 21 in RFD and HFD. **(F)** Flow cytometry-based analysis of the number of small intestinal tuft cells (EpCAM+ Siglec-F+). **(G)** Tuft cells quantified as % of tuft cells out of the total number of EpCAM+ epithelium cells. **(H)** Expression of *Il25* and *Tslp* mRNA (relative to the tuft cell marker *Dclk1*) as determined by RT-qPCR in sorted intestinal tuft cells. N=10-12 per group, derived from three repeated experiments. *p < 0.05, **p < 0.01, ***p < 0.001 by Mann-Whitney *U* test. Graphs depict boxplots showing median (center line), 25th to 75th percentiles (inter-quartile range) (box limits), +/- 1.5 times IQR (Tukey whiskers) and outliers. AUC, area under the curve; RFD, reference fat diet; HFD, high fat diet.

### Temporal Diet-Induced Changes in the Transcriptional Profile of Small Intestinal Tuft Cells Identify Involvement of Several Gut-Brain Signaling Relays

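Tuft cells sorted from the small intestine of single mice were sequenced in bulk, and 45 libraries, each from 1 mouse, were analysed here. After 9 weeks of feeding there were 11 libraries from mice on RFD, with 10% of energy from fat, and 11 from mice on HFD, with 60% of energy from fat. After 22 weeks there were 11 libraries on RFD and 12 on HFD. The sample labels give 9 weeks for all 45 libraries, whereas the paper has 9 and 22 weeks with at most 12 mice in a group. The libraries form 2 sets, and the second set was taken as the mice fed for 22 weeks. A difference between the 2 times can therefore also be a difference between the 2 sets of libraries. The authors removed adapters with Cutadapt, aligned the reads with STAR and counted them per gene with RSEM. RSEM divides reads that match several genes among them, and 8.79% of the counts above 0 were not whole numbers. The counts are those before the authors' filter on low counts, and the authors' weighing of counts by estimated cell type proportions was not repeated here. Total reads on genes ranged from 189340 to 4193097 per library on RFD at 9 weeks (median 1625637) and from 409023 to 3600000 on HFD (median 1813398). At 22 weeks they ranged from 829184 to 3476758 on RFD (median 1348669) and from 661598 to 4690213 on HFD (median 1684939). Rounded counts were normalized with edgeR's TMM method and the diets were compared at each time with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p under 0.1 as the threshold. Expression is given as CPM, the normalized reads of a gene scaled to a library of fixed size. Positions refer to GRCm38 with GENCODE M21, and the paper's text does not name its genome build. The mouse numbers in the labels fall into 3 series, which hold 15, 13 and 15 libraries with both diets in each at both times, and 2 libraries fit no series. The paper reports 3 repeated experiments without naming their mice, so values within the series are given beside the pooled ones as a check for a batch. They are given in the order of the numbers 1 to 8, the multiples of 10, and the other numbers from 21 to 64.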

Using bulk RNA-sequencing of FACS sorted small intestinal tuft cells, we next examined the effect of HFD on the transcriptional profile of small intestinal tuft cells. We identified an early effect of HFD on tuft cells with 1,510 genes exhibiting differential expression in tuft cells in HFD versus RFD fed mice after 9 weeks of feeding, while only 554 genes were differentially expressed after 22 weeks (**Figure S3A, Supplementary Data Sheet 1**). 

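At 9 weeks, 466 of the 14020 genes had an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 11 mice per diet), and 2523 had an unadjusted p under 0.05, where 701 are expected by chance. At 22 weeks, 111 genes had an adjusted p under 0.1 (n = 11 on RFD and 12 on HFD), and 1444 had an unadjusted p under 0.05. At each time, 65 genes had an adjusted p under 0.05. The biological coefficient of variation between mice of a group was 0.794 at 9 weeks and 0.7017 at 22 weeks. The counts moved most with the test. A test written after the authors' SAM-seq method gave 3149 and 1084 genes at 9 and 22 weeks, and limma on log2(TPM + 1) gave 9 and 51. With the number series as a batch term there were 456 genes at 9 weeks, 338 of them among the 466, and 185 at 22 weeks. With the difference between tuft and other cell type markers as a covariate, 23 genes were left at 9 weeks, 21 of them among the 466, and 105 at 22 weeks.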

Of the early regulated genes, 402 (27%) were up-regulated after 9 weeks of HFD feeding and 1,108 (73%) were down-regulated by HFD feeding as compared to RFD. 

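Of the 466 genes, 280 (60.1%) were higher and 186 (39.9%) were lower on HFD. With DESeq2's size factors the split was 263 higher of 480. The share that was higher fell to 46.2% with the 3 libraries of low total reads at 9 weeks left out, which gave 223 higher genes of 483. The smallest adjusted p among the higher genes belonged to Cyp4a10, a fatty acid hydroxylase gene on chromosome 4 from 115518264 to 115533649. It had 0.774 ± 1.26 CPM on RFD and 31.3 ± 24.6 CPM on HFD (SD, n = 11 each), a log2 fold change of 5.54 (SE 0.81, adjusted p = 0.00146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 10 of 11 mice on HFD were above every mouse on RFD. Etfdh, an electron transfer gene of mitochondria, had 60.6 ± 12.8 CPM on RFD and 142.3 ± 47.5 CPM on HFD. Its log2 fold change was 1.22 (SE 0.20, adjusted p = 0.0058 from the same edgeR test), and 11 of 11 mice were above the RFD median. The remaining higher genes among the 5 with the smallest p, Acot1, Pccb and Dhrs4, had log2 fold changes of 4.36, 1.16 and 1.43. Acot1 has close paralogs, so its reads are uncertain. The 5 lower genes with the smallest p were Muc3, Lars2, Papss2, Mfsd4a and Apoc3, with log2 fold changes of -1.25, -1.82, -1.60, -1.84 and -1.56, and for each of them 11 of 11 mice on HFD were below the RFD median. Their adjusted p values were 0.0104 for the first 4 and 0.0151 for Apoc3.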

After 22 weeks of HFD feeding, 209 (38%) were up-regulated and 345 (62%) down-regulated. 

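Of the 111 genes at 22 weeks, 61 (55.0%) were higher and 50 (45.0%) were lower on HFD. Among the higher genes, Me1 had at most 3 reads in every RFD library, with 0.937 ± 1.07 CPM on RFD (SD, n = 11) and 31.5 ± 16.1 CPM on HFD (SD, n = 12). It was at least 15.1-fold higher on HFD (adjusted p = 5.98e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 12 of 12 mice were above every mouse on RFD. Cyp4a10, also at the floor on RFD, was at least 22.0-fold higher at this time. Paqr7, Ces1f and Aldh1a1 had log2 fold changes of 3.89, 2.54 and 2.30. Among the lower genes, Nts was at least 41.6-fold lower on HFD, where it had 0.131 ± 0.331 CPM against 83.7 ± 103 CPM on RFD (adjusted p = 0.000788 from the same edgeR test). Mbl2 had no read in any HFD library and was at least 8.31-fold lower. The hormone gene Cck had 93.9 ± 99.6 CPM on RFD and 0.528 ± 1.32 CPM on HFD. More than 10 CPM, without TMM normalization, was found for Nts in 7 of 11 RFD libraries and for Cck in 6 of 11. No HFD library reached it for either gene. Enteroendocrine cells in some RFD sorts and expression in the tuft cells cannot be told apart for Nts and Cck. H2-K1 and H2-Q7 had log2 fold changes of -1.33 and -2.50 and share reads with other H2 genes. With no filter on low counts 435 genes were found, and 148 of them (34.0%) were higher.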

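At both times 40 genes were called, where 3.69 are expected by chance (one-sided Fisher's exact test, p = 4.11e-31). All 40 changed in the same direction at both times, 24 higher and 16 lower on HFD. Fisher's test treats the genes as independent of each other. Of 100 splits of the libraries into groups of the same sizes, the real one included, 2 gave at least 40 genes at both times. The other of these splits gave 434 genes, all in the same direction. With DESeq2, 168 genes were called at both times, and with the SAM-seq style test 623, of which 4 (Gltp, Gm17099, Sap30bp and Zfp260, named after their values were seen) changed in opposite directions. With no filter 8 of 88 shared genes changed in opposite directions. Klhdc3, on chromosome 17 from 46674550 to 46680914, had 51.3 ± 19.6 CPM on RFD and 46.2 ± 15.1 CPM on HFD at 9 weeks (SD, n = 11 each). Its log2 fold change was -0.15 (SE 0.23, adjusted p = 0.787 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of 11 mice on HFD were below the RFD median. At 22 weeks it had 39.3 ± 18.3 CPM on RFD (n = 11) and 63.9 ± 18.1 CPM on HFD (n = 12), with 1 RFD library at 0. The log2 fold change was 0.69 (SE 0.32, adjusted p = 0.467 from the same edgeR test), 11 of 12 mice were above the RFD median, and the differences in the 3 number series were 1.60, 0.38 and 1.08. Across the alternatives the adjusted p at 22 weeks ranged from 0.0325, with the SAM-seq style test, to 0.592. The difference between the times was 0.90 (SE 0.40, interaction p = 0.029, adjusted p = 1.00 over all genes).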

Except for one gene [Kelch domain-containing protein 3 (*Klhdc3*)], regulation of 166 of these genes was similar at both time points and all of the shared genes were similarly up- or down-regulated (**Figure S3A**). To gain further insight into the effect of HFD intake and diet-induced obesity on tuft cell biology, we performed a pathway analysis using the Reactome pathway database (21), which includes expert annotations of immune, metabolic and neuroendocrine signaling pathways, showing that after 9 weeks of HFD, 480 pathways were significantly regulated, of which 219 were up-regulated and 261 down-regulated compared to RFD (**Supplementary Data Sheet 2**). At 22 weeks, 196 pathways were significantly regulated, out of which 157 were up-regulated and 39 down-regulated compared to RFD. Many of the significantly up-regulated pathways were associated with lipid metabolism, corresponding to adaptation of the cells to the HFD condition (**Figure 2A**).

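Lists of genes of lipid metabolism, fixed in advance, were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 10 lists. The 18 genes of mitochondrial fatty acid oxidation had a mean log2 fold change of 0.66 at 9 weeks (16 of 18 higher, adjusted p = 2.39e-08) and 0.71 at 22 weeks (18 of 18 higher, adjusted p = 6.33e-11). The list mean was above the RFD median in 11 of 11 mice on HFD at 9 weeks and in 12 of 12 at 22 weeks. In the 3 number series it differed by 0.589, 1.069 and 0.432 at 9 weeks and by 1.085, 0.509 and 0.795 at 22 weeks. Over all genes 7 and 4 of the 18 genes were called at 9 and 22 weeks, and 11 and 11 adjusted over the list alone. The copy of the study's own table used here, which holds 1423 genes at 9 weeks and 252 at 22 weeks and thus fewer than the paper counts, includes 7 and 6 of these 18 genes, 1 and 1 of the ketone body genes, none of the peroxisomal genes, and 6 and 6 of the 19 listed PPAR alpha genes, 10 of which another list also holds, so the lists are not independent of each other. The mean changes of the 4 ketone body genes were 1.61 and 1.52, those of 11 peroxisomal genes 0.66 and 0.81, and those of 18 genes responsive to PPAR alpha 1.42 and 1.66. Their adjusted p values were 0.00178, 0.00556 and 1.06e-09 at 9 weeks and 6.79e-05, 1.04e-07 and 1.96e-20 at 22 weeks. With limma's fry all 4 lists passed at both times. With a correlation estimated for each list the mitochondrial list had adjusted p = 0.0526 and 0.00704, and the peroxisomal list no longer passed at 9 weeks (0.122). The diet effects of the 4 lists did not differ between the times past the threshold in the chosen test, with an interaction adjusted p of 0.829 for the mitochondrial list and 0.313 for the PPAR alpha list. With the tuft marker covariate that of the PPAR alpha list was 0.0780 and passed, and over the other alternatives it ranged from 0.276 to 0.948.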

**Figure 2:**
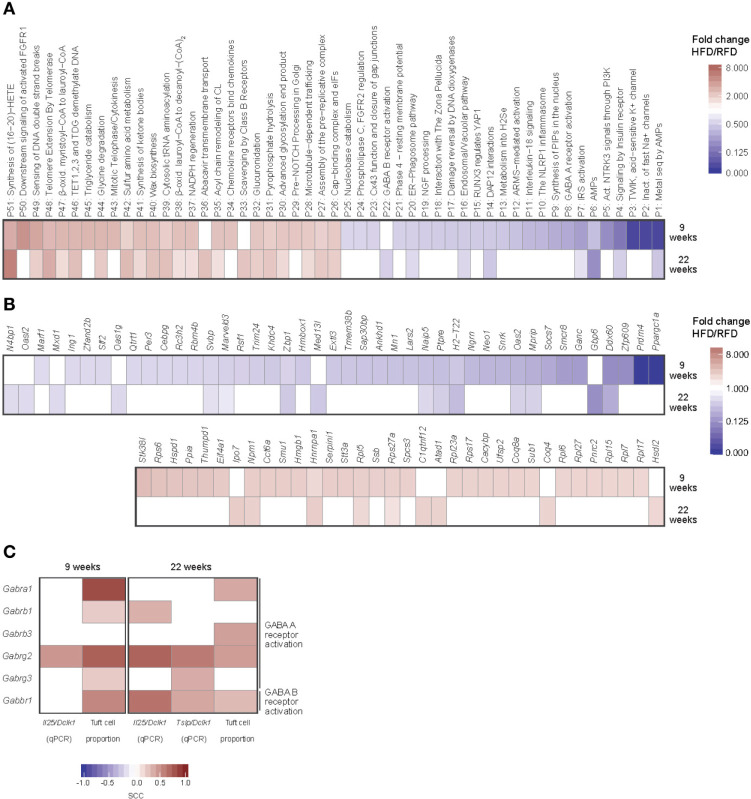
Induction of distinct transcriptional changes in small intestinal tuft cells during diet-induced obesity development. RNA-seq-based transcriptional profiles of small intestinal tuft cells purified by FACS after 9 and 22 weeks of HFD or RFD feeding. **(A)** Significantly up- (red) or down-regulated (blue) pathways (*q-*value < 0.05, fold change HFD/RFD > 2 or < 0.5), and **(B)** immune and/or metabolism relevant orphan genes, arranged by fold change. **(C)** Correlation analysis of expression levels of GABA receptor A and B encoding genes in tuft cells *vs* tuft cell numbers and expression levels of *Il25* and *Tslp* (both relative to *Dclk1*). Spearman’s rank correlation was used for correlation analysis, with *q*-values < 0.1 considered statistically significant. The inserted color codes indicate the direction of the correlation (red: positive, blue: negative). N=10-12 per group, derived from three repeated experiments. SCC, Spearman correlation coefficient; RFD, reference fat diet; HFD, high fat diet.

We next examined the differentially regulated genes that were not associated with a pathway in the Reactome pathway database (here referred to as orphan genes, **Supplementary Data Sheet 3**). Since tuft cells have been suggested to relay immune-metabolic signals in the gut-brain axis (1, 22), we next focused on the differentially regulated genes in the subset of pathways annotated as relevant for immune responses and/or metabolism. Out of a total of 337 (9 weeks) and 74 (22 weeks) orphan genes (with *q*-value < 0.1), we identified 174 (9 weeks) and 28 (22 weeks) such genes based on GO term annotation of the murine genome. 

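Of the paper's 174 immune or metabolism relevant orphan genes at 9 weeks, 171 were among the genes tested here. At an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) 35 were called, 13 higher and 22 lower on HFD, and 102 had an unadjusted p under 0.05. The direction was the paper's for 167 of the 171. Of the 28 genes at 22 weeks, 5 were called, 1 higher and 4 lower, 23 had an unadjusted p under 0.05, and the direction was the paper's for all 28. As many as 108 and 26 genes passed when adjusted over the list alone, but the study chose these genes on the same libraries, so this is not independent evidence. With the SAM-seq style test 124 and 22 of the genes were called, and with limma on log2(TPM + 1) none at either time, where 79 and 24 had an unadjusted p under 0.05. With the tuft marker covariate 2 and 3 were called.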

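At the stricter limits of an adjusted p under 0.05 and a change of more than 2-fold, 4 of the orphan genes at 9 weeks and 2 at 22 weeks were left with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, all of them lower on HFD. With DESeq2 there were 38 at 9 weeks, 3 of them higher, and 7 at 22 weeks, 1 of them higher. With the SAM-seq style test there were 53, 4 of them higher, and 16, 2 of them higher.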

When filtering for *q*-value < 0.05 and fold change [(HFD/RFD) > 2 or < 0.5)], 34 of these were up-regulated at one of the time points and 43 were down-regulated (**Figure 2B**). Intriguingly, we found a strong down-regulation of *Ppargc1a* after 9 weeks of HFD. This was not seen after 22 weeks of feeding due to decreased repression of the gene in the HFD group (**Figure S3B**). 

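Ppargc1a, the gene of a transcriptional coactivator of mitochondrial genes, lies on the minus strand of chromosome 5 from 51454250 to 51567726. At 9 weeks it had 23.2 ± 7.56 CPM on RFD and 12.4 ± 9.21 CPM on HFD (SD, n = 11 each), with no read in 3 of the HFD libraries. The log2 fold change was -0.93 (SE 0.58, adjusted p = 0.412 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 11 of 11 mice on HFD were below the RFD median. Across the alternatives the adjusted p ranged from 0.0417, with the SAM-seq style test, to 0.436. The 3 libraries without a read, from mice 62, 63 and 64, belong to the same number series, and the differences in the 3 series were -0.24, -0.16 and -4.64. The difference in mean log2 CPM was -1.53 with all libraries (permutation test, two-sided, p = 0.0107) and -0.34 without that series (permutation test, two-sided, p = 0.231, n = 7 and 8). In the deposited TPM the medians were 5.68 on RFD and 3.55 on HFD.

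**Figure D1:**
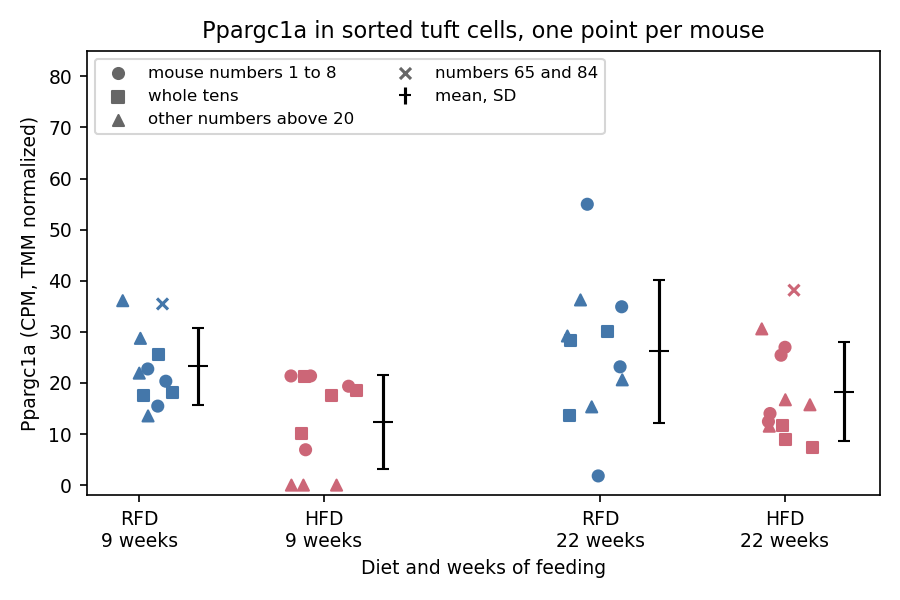
Ppargc1a in CPM for each mouse on RFD and HFD at 9 and 22 weeks, with markers for the number series and bars for the mean and SD. The 3 HFD libraries at 0 at 9 weeks belong to 1 number series.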

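At 22 weeks Ppargc1a had 26.2 ± 13.95 CPM on RFD (SD, n = 11) and 18.3 ± 9.67 CPM on HFD (SD, n = 12). Its log2 fold change was -0.53 (SE 0.35, adjusted p = 0.643 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 10 of 12 mice on HFD were below the RFD median. The differences in the 3 number series were 0.10, -1.17 and -0.32. The change of the diet effect from 9 to 22 weeks was 0.47 (SE 0.68, interaction p = 0.493), so a difference between the times was not shown.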

Altogether, gene expression in tuft cells was found to be most strongly affected by 9 weeks of HFD feeding and to adapt to HFD conditions after prolonged feeding.

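Whether the diet effect differed between 9 and 22 weeks was tested as a diet by week interaction over all 45 libraries. None of the 14020 genes had an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 451 had an unadjusted p under 0.05. The smallest adjusted p was 0.172, for Nts. With no filter on low counts 65 genes passed, and with DESeq2 1 gene passed. Of the 466 genes called at 9 weeks, 448 (96.1%) changed in the same direction at 22 weeks, 182 had an unadjusted p under 0.05 there, and 86 had an interaction p under 0.05. The median size of their log2 fold change was 1.16 at 9 weeks, where they were selected, and 0.56 at 22 weeks. Of the 111 genes called at 22 weeks, 104 (93.7%) changed in the same direction at 9 weeks and 79 had an unadjusted p under 0.05 there. Their median size was 1.36 at 22 weeks, where they were selected, and 1.0 at 9 weeks. From the comparisons at the 2 times, the paper concludes that tuft cells are most strongly affected at this time and adapt to HFD later.

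**Figure D2:**
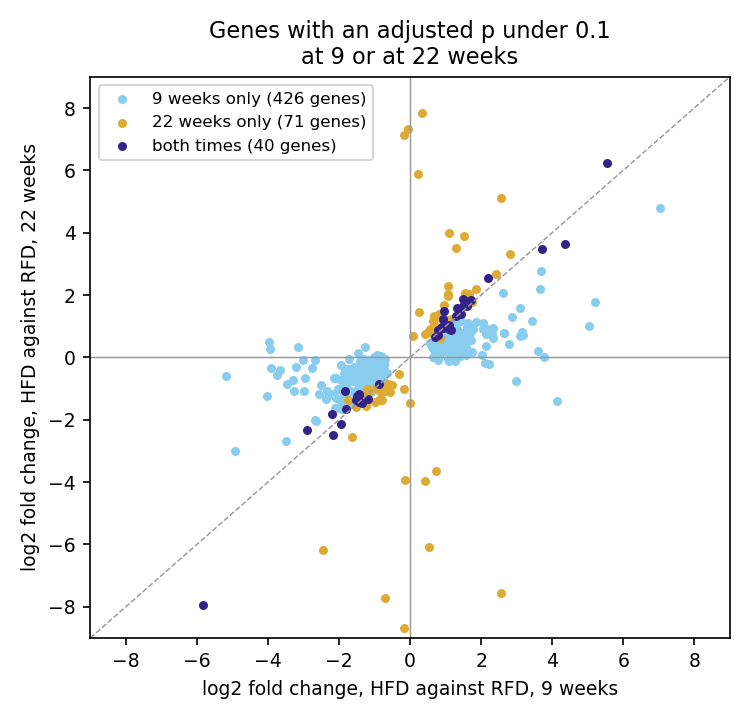
Fitted log2 fold change (HFD against RFD) at 22 weeks against that at 9 weeks for the genes called at either time. The 40 genes called at both times, the other genes called at 9 weeks and the other genes called at 22 weeks are drawn in separate colours, and the 40 lie on the same side of 0 at both times.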

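Of 10 Cyp4a and Cyp4f genes, which encode fatty acid and eicosanoid hydroxylases, 4 could be tested. Cyp4a10 and Cyp4f16 were called higher at both times, Cyp4f16 with log2 fold changes of 0.89 at 9 weeks and 0.96 at 22 weeks (adjusted p = 0.048 and 0.0498, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp4f13 and Cyp4f14 were lower, with log2 fold changes of -0.64 and -0.45 at 9 weeks and -0.42 and -0.48 at 22 weeks, and none of the 4 adjusted p values passed. Adjusted over the list alone, all 4 genes were called at both times. As a list they had a camera adjusted p of 0.151 at 9 weeks and 0.0331 at 22 weeks. The list passed at both times with fry (0.00235 and 0.00505) and with the tuft marker covariate (0.0502 and 0.0216). It passed at neither time with an estimated correlation (0.172 and 0.135). The same held with a covariate of enterocyte markers, chosen after seeing the data (0.101 and 0.149). B2m, the shared subunit of MHC class I, had 729 ± 283 CPM on RFD and 491.8 ± 119 CPM on HFD at 9 weeks (SD, n = 11 each). Its log2 fold change was -0.57 (SE 0.23, adjusted p = 0.183 from the same edgeR test), and 11 of 11 mice on HFD were below the RFD median.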

To complement the orphan gene analysis, we also identified the differentially expressed and immune-/metabolism-relevant genes that were assigned to Reactome pathways and found genes in the pathways for γ-aminobutyric acid (GABA) A and GABA B receptor activation, DNAX activation protein of 12kDa (DAP 12) interactions, and specific eicosanoid synthesis of 19(S)-hydroxy-eicosatetraenoic acid (19-HETE) and 11,12-epoxyeicosatrienoic acid (11,12-EET). Out of these four pathways, only the two GABA receptor activation pathways were also differentially regulated at the overall pathway level at both time points (**Figure 2A**). Thus, the GABA receptor activation pathways represented the most robust signature of the transcriptional changes induced in tuft cells by HFD conditions. 

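Gabbr1, the gene of a subunit of the GABA B receptor, had 12.27 ± 10.42 CPM on RFD and 4.26 ± 4.22 CPM on HFD at 9 weeks (SD, n = 11 each), a log2 fold change of -1.51 (SE 0.70, adjusted p = 0.256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the mice on HFD, 10 of 11 were below the RFD median, and the differences in the number series were -1.25, -0.98 and -1.40. Across the alternatives the adjusted p ranged from 0.0381 with the SAM-seq style test to 0.857 with the tuft marker covariate. Gabrb1, on chromosome 5 from 71658113 to 72149037, and Gabrg3, on chromosome 7 from 56716465 to 57387188, encode subunits of GABA A receptors and had at most 30 and 31 reads in any library. The log2 fold change of Gabrb1 was -0.997 at 9 weeks (SE 1.16, adjusted p = 0.702) and -1.38 at 22 weeks (SE 0.89, adjusted p = 0.626). That of Gabrg3 was -0.66 at 9 weeks (SE 1.05, adjusted p = 0.799) and 0.12 at 22 weeks (SE 0.92, adjusted p = 0.979). The direction of Gabrg3 changed at 9 weeks with low totals left out, and at 22 weeks with the number series, the tuft marker covariate and low totals left out.

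**Figure D3:**
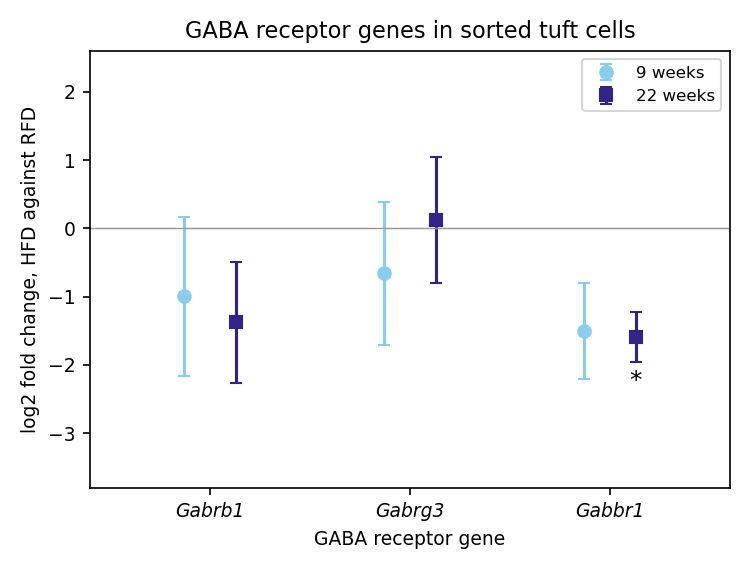
Log2 fold change (HFD against RFD) of Gabrb1, Gabrg3 and Gabbr1 at 9 and 22 weeks, where the direction of Gabrg3 changed with the processing. Points are the estimates of edgeR's fit, bars are SE, and the star stands for an adjusted p under 0.1, reached by Gabbr1 at 22 weeks.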

To examine how the regulation of the genes involved in GABA A or B receptor activation linked to small intestinal tuft cell numbers and activity under HFD conditions, we correlated tuft cell numbers as well as the tuft cell signature genes *Il25* and *Tslp* with the genes implicated in these pathways (**Figure 2C**). Tuft cell numbers correlated positively with expression of genes in the GABA A and B receptor both after 9 and 22 weeks, implying a link between tuft cell numbers and expression of genes involved in GABA receptor signaling. 

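Il25 and Tslp, each relative to Dclk1 on the log2 scale, were correlated with genes of GABA receptors across the mice of both diets at each time. The p values were adjusted over 24 pairs. All values here come from the RNA-seq, whereas the paper reports Il25 and Tslp relative to Dclk1 by RT-qPCR, so the measures are unlike. At 9 weeks (n = 22) Il25 with Gabrb1 had rho = -0.513 (permutation p = 0.0156, adjusted p = 0.125) and Tslp with Gabbr1 had rho = -0.450 (permutation p = 0.0375, adjusted p = 0.150), and neither passed an adjusted p of 0.1 for Spearman's rho. Pearson's r for Il25 with Gabrb1 was -0.542 (permutation p = 0.0093, adjusted p = 0.082) and -0.358 without the 2 mice farthest from the median of Il25. Within the number series, rho of this pair was -0.357, -0.906 and -0.535 (7 mice each). Il25 with Gabrg3 and Gabbr1 had rho = -0.178 and -0.077 (permutation p = 0.426 and 0.731). When Il25 and Tslp were not taken relative to Dclk1, their rho with Gabbr1 was 0.621 and 0.465, and both pairs passed (adjusted p = 0.00632 and 0.0664).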

After 9 weeks, tuft cell-specific *Il25* levels showed positive correlation with expression levels of genes in the GABA A activation pathway, whereas *Tslp* expression levels did not correlate with any of the genes (data not shown). In contrast, both *Il25* and *Tslp* expression levels at 22 weeks showed positive correlation with transcript levels of genes in all of the pathways. 

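At 22 weeks (n = 23) Il25 relative to Dclk1 with Gabbr1 passed the adjusted p of 0.1, with rho = 0.683 (permutation test, two-sided, p = 0.00054, adjusted p = 0.013 over the 24 pairs) and Pearson's r = 0.521 (permutation p = 0.0103, adjusted p = 0.082). Without the 2 mice farthest from the median of Il25, r was 0.653, and within the 3 number series rho was 0.690, 0.543 and 0.786 (8, 6 and 8 mice). For Tslp, rho with Gabbr1 was 0.341 (permutation p = 0.111, adjusted p = 0.370). Il25 with Gabrb1 had rho = 0.452 (permutation p = 0.0316, adjusted p = 0.150) and did not pass. With log2(TPM + 1) in place of counts, rho of Il25 with Gabbr1 was 0.459 and did not pass (adjusted p = 0.138).

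**Figure D4:**
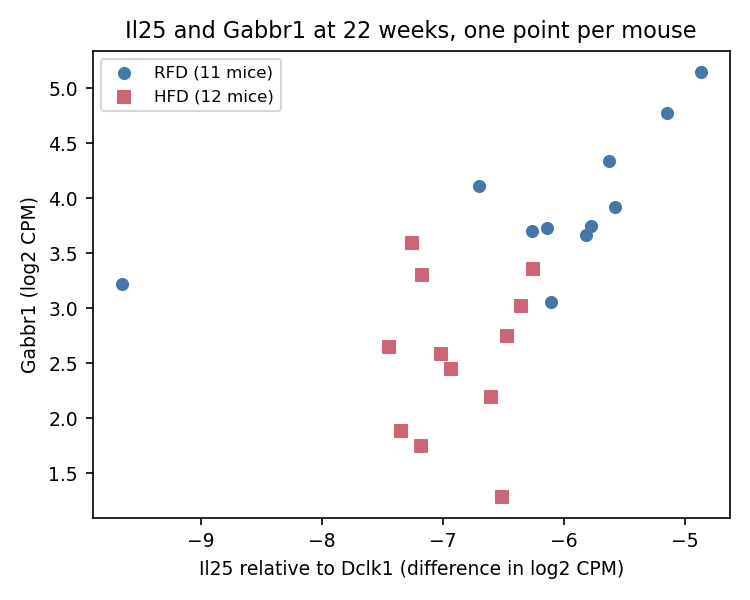
Gabbr1 (log2 CPM) against Il25 relative to Dclk1 (log2 scale) at 22 weeks, 1 point per mouse and colours for the diets. Most mice on RFD lie toward higher values on both axes, and 1 mouse on RFD lies apart at the lowest value of Il25.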

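Most mice on RFD were above the mice on HFD in both measures at 22 weeks, so the correlation of Il25 relative to Dclk1 with Gabbr1 was also taken within each diet. Within RFD (n = 11), rho was 0.682 (permutation p = 0.025, adjusted p = 0.305), and within HFD (n = 12) it was 0.161 (permutation p = 0.621, adjusted p = 0.877). These p values were adjusted over 48 pairs, those of both diets together. Tslp with Gabbr1 had rho = 0.618 within RFD (permutation p = 0.0480, adjusted p = 0.356) and -0.657 within HFD (permutation p = 0.0241, adjusted p = 0.305). Tslp with Gabrg3 passed within HFD at 22 weeks (rho = 0.856, permutation p = 0.00073, adjusted p = 0.035) and was named after its value was seen.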

Combined, our findings pointed to a relationship between reduced expression of *Il25* and *Tslp* and especially the GABA receptor A receptor transcript *Gabrg2* and the GABA B receptor transcript *Gabbr1* after prolonged HFD feeding.

### The Small Intestine Represents a Robust Non-Inflammatory Immune Compartment in Response to Intake of a High Fat Diet and Obesity Development

Given that IL-25 is involved in propagating type 2 immune responses in the gut *via* activation of IL-25 receptor (IL-17RB)-expressing ILC2s (2–4), we next examined the HFD-induced changes in the immune phenotype of the small intestinal lamina propria with a focus on type 2 immune response-related cytokines and immune cells. Although IL-25 is known to be produced not only by tuft cells but also by lamina propria cells (23), it was surprising to find that HFD feeding for 9 or 22 weeks did not affect IL-25 protein levels in the ileum (**Figure 3A**), neither did sorted tuft cell-specific *Il25* mRNA levels correlate significantly with IL-25 protein levels in the ileum after 9 and 22 weeks of HFD feeding (**Figure 3B**). Furthermore, no significant changes were found in the ileal concentrations of the immune cell-derived cytokines IL-13, IL-4 and IL-5 (**Figure 3C**) or in epithelial/fibroblast/endothelial cell-derived IL-33 (**Figure 3D**). Notably, ileal levels of the pro-inflammatory cytokine TNF-α were significantly decreased at 9 weeks (*p*=0.0128) after the onset of HFD feeding and remained low even after HFD feeding for 22 weeks (**Figure 3E**).

**Figure 3:**
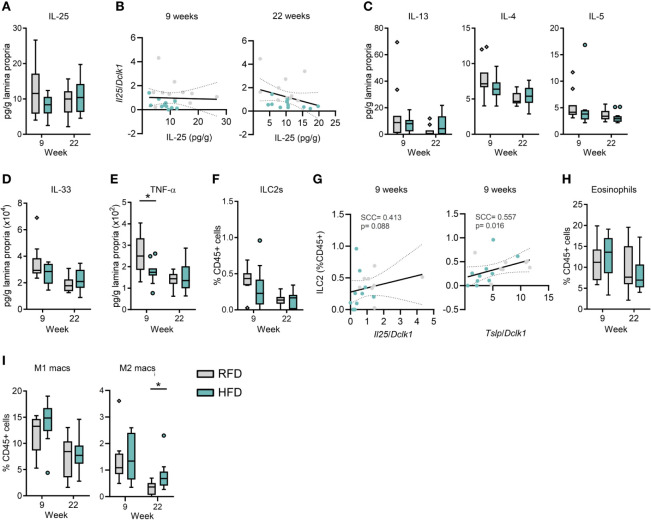
The small intestinal immune system remains homeostatic during diet-induced obesity despite changes in tuft cell numbers and activity. **(A)** Concentration of IL-25 protein levels in ileal tissue. **(B)** Spearman rank based correlation analysis between expression levels of (*Il25 *relative to *Dclk1*) in purified tuft cells and ileal IL-25 protein levels upon 9 weeks and 22 weeks of HFD or RFD. Protein concentrations of **(C)** IL-13, IL-4 and IL-5, **(D)** IL-33, and **(E)** TNF-α in ileal tissue. **(F)** ILC2 quantification (as % of total CD45+ cells) by flow cytometry of small intestinal lamina propria cells. **(G)** Spearman rank-based correlation analysis between proportions of ILC2s (as % of total CD45+ cells) and expression levels of *Il25* and *Tslp* (both relative to *Dclk1*) in purified tuft cells after 9 weeks of HFD or RFD. Quantification of **(H)** eosinophils, **(I)** M1 and M2 type macrophages (as % of total CD45+ cells) by flow cytometry of small intestinal lamina propria cells. N=10-12 per group, derived from three repeated experiments. *p < 0.05 by Mann-Whitney *U* test. Graphs depict boxplots showing median (center line), 25th to 75th percentiles (inter-quartile range) (box limits), +/- 1.5 times IQR (Tukey’s whiskers) and outliers. Spearman’s rank correlation was used for correlation analyses with *p*-values < 0.05 considered statistically significant. SCC, Spearman correlation coefficient; RFD, reference fat diet; HFD, high fat diet.

We next addressed if HFD feeding affected the proportions of immune cell subsets in the small intestinal lamina propria (**Figures S4A–C** for gating strategy). In accordance with the overall cytokine levels, we did not find any significant changes in the proportion of ILC2s in the small intestinal lamina propria after HFD feeding for 9 or 22 weeks (**Figure 3F**). Since ILC2s can be activated by IL-25, IL-33, and TSLP, we examined if proportions of small intestinal ILC2s correlated with *Il25* mRNA and *Tslp* mRNA levels in sorted tuft cells and concentrations of IL-25 and IL-33 in the ileum. Whereas the proportions of ILC2s in the small intestine did not correlate significantly with *Il25* mRNA levels in sorted tuft cells (SCC=0.413, *p*=0.088), they correlated with *Tslp* mRNA levels (SCC=0.557, *p*=0.016) (**Figure 3G**) after 9 weeks of HFD feeding, but not after 22 weeks (SCC=-0.293, p=0.197; **Figure S5A**). Similarly, small intestinal ILC2 proportions did not correlate with IL-25 (SCC=-0.265, p=0.287; **Figure S5B**) and IL-33 (SCC=-0.557, p=0.813; **Figure S5C**) levels in the ileum at 9 and 22 weeks. Activated intestinal ILC2s produce IL-5 that promotes eosinophilia (24). As expected from the unchanged ILC2 and IL-5 levels, intestinal eosinophil proportions were unchanged by HFD feeding for 9 and 22 weeks (**Figure 3H**). Furthermore, eosinophil proportions in the small intestine did not correlate with *Il25* (SCC=0.090, p=0.695, 9w, **Figure S5D**) and *Tslp* (SCC=0.187, p=0.417; **Figure S5E**) mRNA levels in sorted tuft cells at 9 or 22 weeks. HFD feeding is generally associated with an increased proportion of M1 type pro-inflammatory and decreased proportions of M2 type anti-inflammatory macrophages in adipose tissues (25). However, M1/M2 proportions in the small intestinal environment are poorly characterized under HFD feeding conditions. In the small intestine, the proportion of the M1 type pro-inflammatory macrophages was not different after 9 and 22 weeks of RFD and HFD feeding, whereas the proportion of M2 type anti-inflammatory macrophages was significantly increased under HFD conditions at 22 weeks (*p*=0.0109), although generally smaller than the levels at 9 weeks (**Figure 3I**). Notably, no significant changes were seen for most of the other intestinal immune cell subsets; monocytes, macrophages, dendritic cells, T-helper (Th) and ILCs after 9 and 22 weeks of HFD feeding (**Figures S5F–K**). Amongst the identified populations, the non-ILC1/2/3 and non-Th1/2/17 immune cell populations may include regulatory ILCs and Tregs, respectively, but these were not identified by specific markers in the current study.

Sub-clinical inflammation in eWAT, manifested by local alterations in immune cell composition, is a key marker and driver for metabolic dysregulation. In addition, intestinal helminth infection drives a type 2 immune phenotype in eWAT *via* ILC2s and eosinophils that ameliorates obesity-associated metabolic dysfunction (26, 27). As expected from previous studies (25), the pro-inflammatory environment in eWAT was amplified over time with enhanced levels of M1 type macrophages and CD4+RORγT+Tbet-, defining Th17 cells, at 9 weeks, while TNF-α, total dendritic cells and their subsets (CD11b^int^, CD11b^hi^) increased after 22 weeks of HFD feeding (**Figures S6A–G**). The anti-inflammatory M2 macrophages were also temporally enhanced by HFD at 9 weeks (**Figure S6B**). These changes occurred at the expense of monocytes and eosinophils that were significantly decreased at both 9 and 22 weeks, and ILCs after 22 weeks of HFD feeding (**Figures S6D, G**). Overall, these data indicate that HFD exerts stronger temporal immunomodulatory changes in eWAT in comparison to the small intestinal environment during 22 weeks of feeding.

### Distinct Small Intestinal Tuft Cell Transcripts Link Strongly to Obesity-Related Metabolic Parameters but Not to Inflammatory Markers of Epididymal Adipose Tissue

We next examined if the HFD-induced changes in tuft cell transcripts linked to the identified changes in eWAT immune responses and metabolic parameters. We found numerous correlations, and therefore decided to narrow down the analysis to include only the most significant of these associations (0.7<SCC<-0.7, and q<0.05) after 9 weeks and 22 weeks of feeding, respectively to highlight only the most important relationships in a network analysis (**Figure 4**). We found a larger number of associations between small intestinal tuft cell gene expression and body mass parameters at 22 weeks compared to 9 weeks (**Figures 4A, B**). After 9 weeks of HFD, tuft cell expression of exostosin-like glycosyltransferase 3 (*Extl3*) negatively associated with total body weight, and the SMCR8-C9orf72 complex subunit (*Smcr8*) negatively associated with liver mass, whereas total body weight and fat-to-lean mass ratio both associated positively with tuft cell expression of coenzyme Q8A (*Coq8a*) (**Figure 4A**). Notably, all metabolic parameters associated positively with tuft cell expression of neuroserpin (*Serpini1*), which is exclusively expressed in intestinal tuft cells (20), indicating that HFD-induced enhancement of *Serpini1* expression may influence obesity development. After 22 weeks of HFD, the network revealed well known positive associations between body, liver and eWAT mass and fat-to-lean mass ratio and eWAT-M1 macrophages as well as positive associations between liver mass and eWAT-TNF-α (**Figure 4B**). Intriguingly, the absolute number of small intestinal tuft cells associated strongly negatively with liver and eWAT mass and fat-to-lean mass ratio. Since these associations are based on correlation analysis using data from individual mice, this finding is not just a coincidence stemming from higher and lower numbers of both factors in RFD *vs.* HFD, respectively. The expression level of several genes downregulated by HFD in tuft cells also correlated negatively with the body composition parameters; *Il25* and *B2m*, involved in DAP12, both associated inversely with eWAT mass and fat-to-lean mass ratio. 

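B2m lies on chromosome 2 from 122147686 to 122153083. At 22 weeks it had 2309 ± 1007 CPM on RFD (SD, n = 11) and 1060 ± 318 CPM on HFD (SD, n = 12), a log2 fold change of -1.12 (SE 0.21, adjusted p = 0.00823 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 12 mice on HFD were below the RFD median, and the differences in the 3 number series were -0.76, -1.73 and -0.65. The interaction with time was -0.50 (p = 0.109). Mxd1 on chromosome 6 from 86647042 to 86669161 had a log2 fold change of -0.66 (SE 0.29, adjusted p = 0.437, 11 of 12 mice below). N4bp1 on chromosome 8 from 86808160 to 86885258 had a log2 fold change of -0.78 (SE 0.30, adjusted p = 0.350, 12 of 12 mice below). Across the alternatives the adjusted p ranged from 0.159 to 0.777 for Mxd1 and from 0.0416 to 0.614 for N4bp1. Body composition was not analysed here.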

*Tslp* likewise associated inversely with fat-to-lean mass ratio, *Gabbr1* associated inversely with fat-to-lean mass ratio and total body and liver mass, *Gabrg2* associated inversely with fat-to-lean mass ratio, *Mxd1* associated inversely with fat-to-lean mass ratio and total body and eWAT mass, and *N4bp1* associated inversely with eWAT mass.

**Figure 4:**
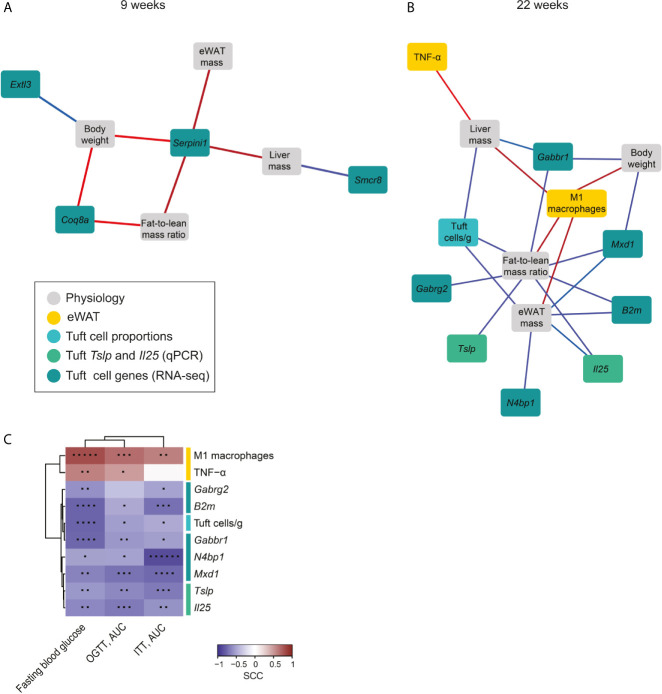
Network analysis interconnects small intestinal tuft cell responses with systemic diet-induced metabolic changes. Network analysis of identified highly significant factors from small intestinal tuft cells (numbers and transcripts), key immune cell subsets (ILC2, eosinophils, M2 and M1 macrophages), tissue cytokines and metabolic parameters (total body, eWAT and liver weight and fat-to-lean mass ratio) at 9 **(A)** and 22 weeks **(B)** after onset of HFD feeding. The networks display the strongest statistically significant correlations, 0.7<SCC<-0.7, *q-*value<0.05, illustrated using Cytoscape. Associations are presented by the color of the lines, where red represents positive and blue negative correlations, and the intensity of the color represents the strength of the correlation. **(C)** Correlation analysis between the 22 weeks markers and fasting blood glucose (at w20), glucose (at w20) and insulin tolerance levels (at w21) in mice fed HFD for 22 weeks. The heatmap shows spearman rank correlation coefficients (SCC; blue: negative, red: positive). Statistically significant correlations are noted by an asterisk (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; *****p < 0.00001; ******p < 0.000001). N=10-12 mice per group from three repeated experiments.

To examine how the tuft cell-related factors that linked with the specific tissues (i.e. liver mass, body weight, fat-to-lean mass ratio and eWAT mass) associated with systemic regulation of glucose metabolism, we next examined the relationship between these factors upon 22 weeks of HFD feeding and fasting blood glucose levels and glucose tolerance and insulin tolerance, determined at 20 and 21 weeks, respectively. We found that tuft-cell related factors were also linked to regulation of glucose metabolism, with eWAT pro-inflammatory markers (M1 macrophages and TNF-α) being positively associated to fasting blood glucose and OGTT after 22 weeks HFD feeding (**Figure 4C**). Additionally, eWAT-M1 macrophages also correlated significantly with an impaired insulin response. Notably, all the tuft cell parameters showed significantly inverse correlations with fasting blood glucose, glucose and insulin responses, except for *Gabrg2*, which as the sole factor did not correlate significantly with glucose tolerance. Combined this showed that HFD feeding for 22 weeks resulted in reduced expression of the type 2-response mediators *Il25* and *Tslp* in small intestinal tuft cells with concomitant and associated reduction in expression of the transcripts for GABA A and B receptors, *Gabrg2* and *Gabbr 1*, in small intestinal tuft cells (the latter shown in **Figure 2C**). 

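Il25, on chromosome 14 from 54932695 to 54935837, had 28.95 ± 18.0 CPM on RFD (SD, n = 11) and 13.2 ± 6.71 CPM on HFD (SD, n = 12) at 22 weeks. The log2 fold change was -1.11 (SE 0.46, adjusted p = 0.396 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 12 of 12 mice below the RFD median and differences of -0.31, -1.05 and -1.03 in the number series. Tslp, on chromosome 18 from 32815383 to 32819797, had 13.99 ± 9.51 CPM on RFD and 5.90 ± 4.61 CPM on HFD. Its log2 fold change was -1.26 (SE 0.51, adjusted p = 0.367 from the same edgeR test), with 12 of 12 mice below and differences of -1.59, -1.33 and -0.81. Across the alternatives the adjusted p ranged from 0.084 to 0.858 for Il25 and from 0.084 to 0.547 for Tslp, the lowest in both cases with the SAM-seq style test. The paper reports lower Il25 and Tslp by RT-qPCR, which is a different measure from these counts. Gabbr1, on chromosome 17 from 37045966 to 37075067, had 16.6 ± 9.06 CPM on RFD and 5.36 ± 2.82 CPM on HFD. Its log2 fold change was -1.59 (SE 0.37, adjusted p = 0.0406 from the same edgeR test), with 12 of 12 mice below and differences of -1.03, -2.17 and -1.04. Adjusted over the list alone, a list of 20 named genes of which 19 could be tested, Il25, Tslp and Gabbr1 passed at 22 weeks. The study named these genes in part from the same libraries, so this is not independent evidence. The tuft cell marker Dclk1 had 1660 ± 587 CPM on RFD and 1661 ± 795 CPM on HFD.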

Improved insulin tolerance and blood glucose levels, and lower weights of liver, eWAT, total body mass and fat-to-lean mass ratio all correlated strongly to enhanced levels of these four tuft cell-derived transcripts, hence linking tuft-cell derived type 2 regulation and GABA receptor expression to metabolic regulation. The small intestinal tuft cell association to metabolic parameters was found to be independent of type 2 immune cell involvement in both the small intestinal lamina propria and in eWAT.

## Discussion

We here demonstrated an effect of HFD feeding on small intestinal tuft cell biology that links to systemic metabolism independently of immune cell involvement. We identified differential and temporal expression of >1,700 genes in small intestinal tuft cells in response to intake of HFD and diet-induced obesity development. 

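Counted over both times, 537 genes were called at 9 or 22 weeks with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. This number was 1717 with DESeq2, 3610 with the SAM-seq style test, 2045 with no filter and 56 with limma on log2(TPM + 1).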

Notably, we found that several of the tuft cell expressed genes, including genes involved in the gut-brain axis such as the GABA receptor pathways, associated strongly with whole-body and glucose metabolism, while they did not associate with the comprehensively analyzed small intestinal and eWAT immune parameters. This suggests the existence of a small intestinal tuft-cell-to-whole-body metabolic relay that involves gut-brain signaling without contribution of intestinal or eWAT residing immune cells. Moreover, identification of small intestinal tuft cell-derived *Serpini1* as an early marker of HFD intake and obesity development points to the involvement of a direct tuft cell-neuro circuit in diet-induced obesity.

*Serpini1* encodes the serine protease inhibitor neuroserpin, previously identified in neurons (28), endocrine tissues (29), and immune cells (30). However, based on information from single cell sequenced intestinal cells, in the gut *Serpini1* is expressed exclusively in tuft cells (20). This finding supports the idea of intestinal tuft cells acting as epi-neuronal cells capable of relaying signals between gut epithelial cells and the brain, as intestinal tuft cells are known to also express other markers than *Serpini1* that affect afferent and efferent nerve synapses (31). While we were unable to find previous reports regarding the role of *Serpini1* in intestinal tuft cells, brain-derived neuroserpin is reported to be involved in mood regulation, where both under- and over-expression of neuroserpin in the brain results in development of depression-like symptoms in mice (32). Whether or not HFD-induced intestinal tuft cell expression of *Serpini1* may play a part in HFD-induced depression (33) or other neurodegenerative disorders like Parkinson’s disease, Alzheimer’s disease, multiple sclerosis, and amyotrophic lateral sclerosis (34) will need further investigations. We identified a significant elevation in neuroserpin expression at 9 weeks, but not at 22 weeks after onset of HFD feeding. 

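Serpini1, the gene of neuroserpin, lies on chromosome 3 from 75557547 to 75643495. At 9 weeks it had 16.4 ± 9.70 CPM on RFD and 18.0 ± 18.1 CPM on HFD (SD, n = 11 each), a log2 fold change of 0.13 (SE 0.57, adjusted p = 0.942 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the mice on HFD, 2 of 11 were above the RFD median, and the differences in the number series were -0.44, 1.23 and 0.41. Across the alternatives the adjusted p ranged from 0.475 to 0.988. The log2 change was 0.82 with the tuft marker covariate, 0.55 with the number series and -0.15 with the enterocyte covariate, chosen after seeing the data. The SAM-seq style test ranked it lower on HFD, with a fold of the medians of 0.768. At 22 weeks it had 33.4 ± 17.2 CPM on RFD (n = 11) and 35.7 ± 15.8 CPM on HFD (n = 12), a log2 fold change of 0.11 (SE 0.37, adjusted p = 0.953 from the same edgeR test), with 7 of 12 mice above. The difference between the times was 0.04 (SE 0.69, interaction p = 0.958).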

A possible role for neuroserpin in upregulation of lipid absorption in small intestinal enterocytes might explain this difference as early adaptation to HFD may mediate increased fat storage (35–37), while longer periods of HFD intake may result in decreased neuroserpin expression to mitigate long-term metabolic consequences.

The neurotransmitter GABA, acting through its receptors GABA A and GABA B, stimulates feed intake (38), but has also been shown to ameliorate metabolic dysregulation under HFD conditions, such as insulin resistance and glucose intolerance (39). We found that HFD feeding resulted in significantly reduced expression of genes encoding the subunits of both of these GABA receptors in small intestinal tuft cells, possibly reducing GABA-mediated activation, suggesting that intestinal tuft cells might hold nutrition-adaptive properties during HFD conditions. 

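The diet effect on Gabbr1 changed by -0.03 between the times (SE 0.81, interaction p = 0.975). The effects on Gabrb1 and Gabrg3 changed by -0.419 (SE 1.495, interaction p = 0.780) and 0.869 (SE 1.446, interaction p = 0.5505), and the adjusted p of each of the 3 interactions was 0.9999.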

The intestinal presence of tuft cells in close contact with enteroendocrine cells and nerve fibers involved in satiety induction (1) supports this notion. In addition to this, the intestinal gut microbiota have also been reported to produce GABA *in vitro*, including *Bacteroides*, *Parabacteroides*, *Eubacterium* and *Bifidobacterium* spp. (40), but also *Lactobacillus brevis* and *Bifidobacterium dentium* (41). Indeed, oral administration of GABA-producing *Lactobacillus brevis* for 10 weeks to obese mice improved systemic glucose and cholesterol levels (42).

Amongst all intestinal epithelial cells, tuft cells are the only source of the cytokine IL-25 (20). Since HFD feeding resulted in decreased tuft cell specific transcript levels of *Il25* and *Tslp*, the tuft-IL-25-ILC2 circuit would likely be disrupted. Still, our observations suggest the presence of additional intestinal signals besides the tuft cell-derived IL-25 that affect the tuft-IL-25-ILC2 circuit. One such may relate to tuft cell-derived TSLP for which we identified an association to the small intestinal ILC2 proportion. This finding is further supported by the fact that even in intestinal epithelial specific *Il25* ^-/-^ mice, small intestinal lamina propria ILC2s were not completely absent (4). Furthermore, IL-25 secreted from non-tuft cells, such as macrophages and eosinophils (23), could be involved in maintaining an IL-25-ILC2 circuit during HFD feeding conditions, although we did not observe any associations between ileal IL-25 protein levels and ILC2 proportions. Since we identified no effect of HFD feeding on the small intestinal lamina propria ILC2 or eosinophil populations, nor on production of type 2 cytokines, the HFD effects on the small intestinal type 2 response seemed to be mediated alone *via* type 2 relays in small intestinal tuft cells.

In our study, the small intestine represented a robust non-inflammatory environment after 9 and 22 weeks of HFD feeding. This is in contrast to some previous studies investigating inflammation in the small intestine after HFD feeding in C57BL/6 mice that reported type 1 proinflammatory changes in T-cells (8, 10) and eosinophil numbers (9). However, since the previous studies used normal chow diets as the reference control, and we here used defined diets with equal amounts of dietary fibers, it is difficult to compare our results to previous studies. While the gut immune profile presented an apparently stable environment, the phenotype in eWAT was akin to the well-established pro-inflammatory environment induced by HFD feeding (7). IL-33 has been associated with protective effects in relation to the adipose tissue during obesogenic conditions by e.g. maintaining Tregs (43) and the ILC2 pool (27). Importantly, we observed high levels of IL-33 in eWAT, but no significant changes in IL-33 levels between RFD and HFD fed mice when using these defined diets. Likewise, ILC2 and Treg proportions did not differ between RFD and HFD fed mice. This is in contrast to previous reports (27, 43), which again might be explained by the previous use of regular fiber-rich chow as the reference diet.

Combined, we here demonstrated that several key metabolic parameters related to intake of HFD and diet-induced obesity associated with decreased *Il25* and *Tslp* expression levels in small intestinal tuft cells without affecting immune homeostasis of the connected lamina propria. Rather, the small intestinal tuft cells may mediate metabolic regulatory effects *via* neuro-involvement, as exemplified by induction of the gene encoding neuroserpin and reduced expression of the GABA receptors in small intestinal tuft cells during obesogenic conditions. These findings provide important novel insight into the dietary-sensing role of small intestinal tuft cells and their relation to whole-body metabolism and offer a basis for further investigations.

## Code Availability

Please refer to Materials and Methods section.

## Data Availability Statement

RNA-sequencing data is available in NCBI GEO with accession number GSE141002.

## Ethics Statement

The animal study was reviewed and approved by The Danish Animal Experiment Inspectorate (Permission Number 2014-15-2934-01027/C2) and carried out in compliance with the ARRIVE guidelines and Danish guidelines for experimental animal welfare.

## Author Contributions

Conceived and designed the study: PA, DA, KK, and SB. Performed the experiments: PA, DA, ND-S, GK, and PR. Analyzed the data: PA (flow cytometry, metabolic phenotyping, cytokines), DA (qPCR, data integration, flow cytometry), JM, LX, and BZ (RNA-seq analysis). Wrote the paper: PA and SB. Revised the paper: JM, DA, and KK. All authors contributed to the article and approved the submitted version.

## Funding

This project was funded by the Technical University of Denmark (DTU), the Danish Research Foundation *via* the Molecular Pathology PhD Programme at DTU, and The Novo Nordisk Foundation (Reference number: NNF15OC0016406), all to SB.

## Conflict of Interest

Author KK is employed by BGI-Shenzhen.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Small Intestinal Tuft Cell Activity Associates With Energy Metabolism in Diet-Induced Obesity
**Source:** Front Immunol. 2021 May 28;12:629391. doi: 10.3389/fimmu.2021.629391
**Supplement:** Supplementary file 1

**SUPPLEMENTARY MATERIAL**

**Intestinal tuft cell activity associates with energy metabolism in diet-induced obesity**

**Pankaj Arora^1¤^, Daniel Andersen^1¤^, Janne Marie Moll^1¤^, Niels Banhos Danneskiold-Samsøe^2^, Liqin Xu^1,3^, Biaofeng Zhou^3^, Georgios Kladis^1^, Philipp Rausch^2^, Christopher T Workman^1^, Karsten Kristiansen^2,3^, Susanne Brix^1*^**

^3^BGI-Shenzhen, Shenzhen, China

¤ These authors contributed equally.

**SUPPLEMENTARY FIGURES**

**Supplementary figure 1**

**RFD**

**HFD**

22wk OGTT and ITT

9 and 22wk organ mass

**D**

**C**

**B**

22wk body weight, fat and lean mass

**A**

9wk body weight, fat and lean mass

**Fig. S1 Metabolic characteristics of C57BL/6J mice fed HFD or RFD for 9 and 22 weeks.** Progress of body weight, fat and lean mass during (A) 9wk and (B) 22wk of experimental feeding with RFD and HFD. (C) Organ masses at the end of 9 and 22wk. (D) OGTT (at week 20) and ITT (at week 21) in the 22wk groups. N=10-12 per group, derived from three experiments. ***p* < 0.01, ****p* < 0.001 by Mann-Whitney *U* test. Graphs depict boxplots showing median (center line), upper and lower quartiles (box limits), minimum and maximum (whiskers).

iWAT mass (g)

BAT mass (g)

Cecum mass (g) (g)

eWAT mass (g)

Liver mass (g)

**
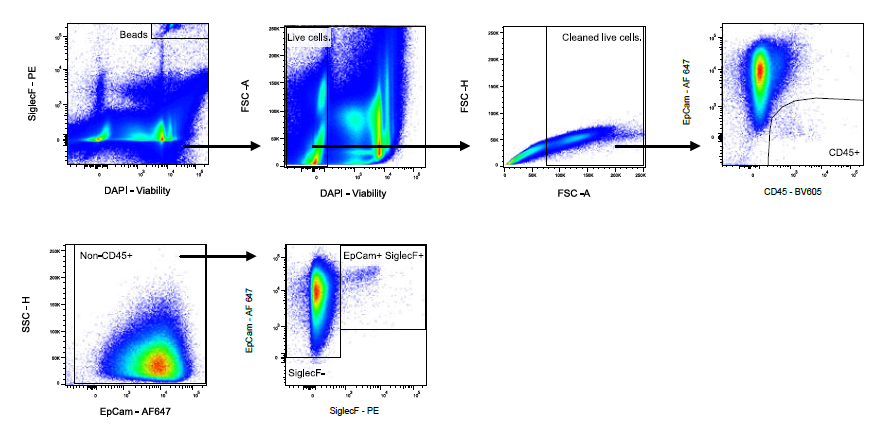
Supplementary figure 2**

**Fig. S2 HFD feeding is associated wth decreased small intestinal tuft cell number and activity in C57BL/6J mice.** Tuft cells (EpCAM+ Siglec-F+) were sorted from the small intestine (20 cm) by flow cytometry. Non-tuft intestinal epithelial cells (EpCAM+ Siglec-F-) were sorted as negative control. *Dclk1*, *IL25*, *Tslp* and *Gp2* mRNA expression was quantified by RT-qPCR in sorted non-tuft and tuft cells from C57BL/6J mice fed either HFD or RFD for 9wk and 22wk. (A) Representative gating strategy for tuft cells obtained from small intestines. (B) Indicated genes analyzed by RT-qPCR (relative to *Gapdh*) in sorted tuft and non-tuft epithelial cells. (C) Tuft and total epithelial cell quantification (as cells per g intestinal tissue) using count beads during flow cytometry. (D) Indicated genes analyzed by RT-qPCR (relative to *Gapdh*) in sorted tuft cells. Tuft cells/g intestine positively correlates with mRNA expression level of *Il25* and *Tslp* (both relative to *Dclk1*) in sorted tuft cells at (E) 9 wk and (F) 22 wk. N=10-12 per group, derived from three experiments. ***p* < 0.01, ****p* < 0.001 by Mann-Whitney *U* test followed by correction for multiple comparisons using Benjamini-Hochberg method. Graphs depict boxplots showing median (center line), upper and lower quartiles (box limits), minimum and maximum (whiskers) and outliers. Spearman’s rank correlation was used for correlations with *p*-values < 0.05 considered statistically significant. SCC: Spearman’s rank correlation coefficient.

**A**

**B**

**E**

**F**

9 weeks

22 weeks

**Tuft**

**Non-tuft**

**C**

**D**

**RFD**

**HFD**

**Supplementary figure 3**

**A**

**B**

**
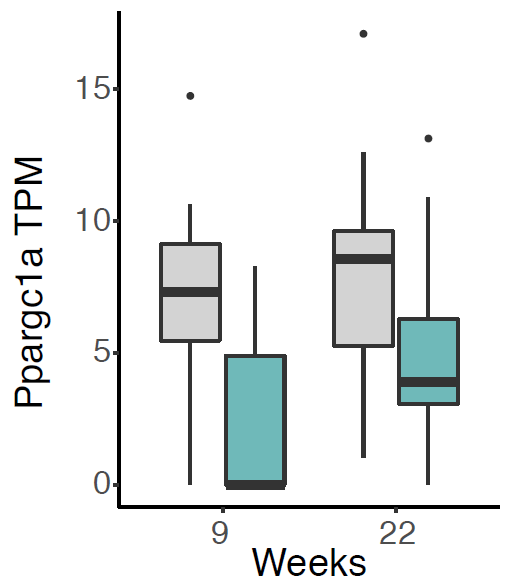
**

*p*= 0.07

*p*= 0.01

**HFD**

**RFD**

9wk

22wk

58

108

59

108

**Fig. S3 Temporal changes in gene expression in small intestinal tuft cells during HFD-fed conditions in C57BL/6J mice.** (A) Venn diagram of the temporal gene expression levels in sorted small intestinal tuft cells under HFD-fed conditions at 9 and 22 weeks, relative to RFD-fed conditions. (B) Expression levels of *Ppargc1a* in small intestinal tuft cells at 9 and 22 weeks. N=10-12 per group, derived from three experiments. Graphs depict boxplots showing median (center line), upper and lower quartiles (box limits), minimum and maximum (whiskers) and outliers.

1000

344

**22 wk**

**9 wk**

1344

387

237

150

**Supplementary figure 4**

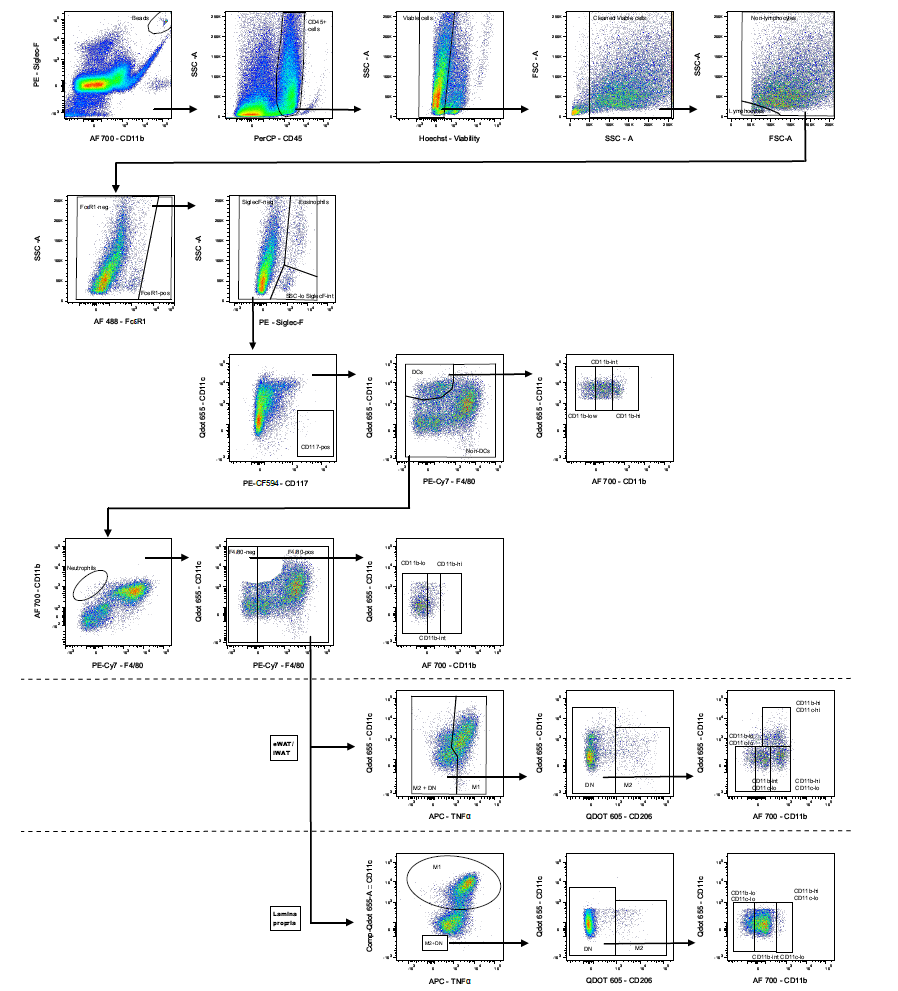

**A**

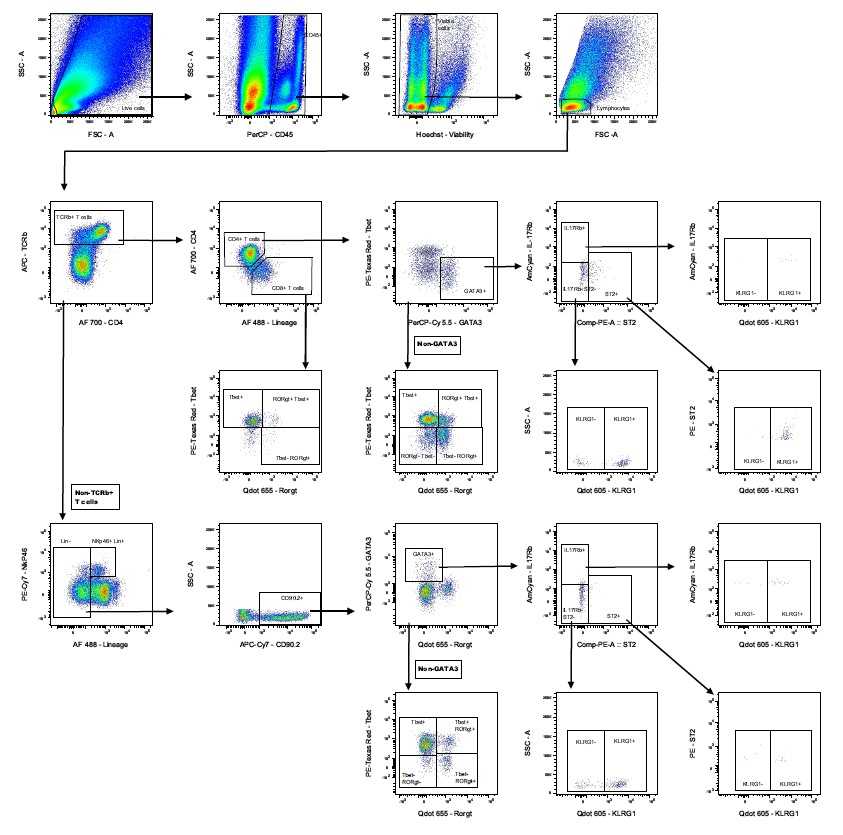

**B**

**ILCs**

**C**

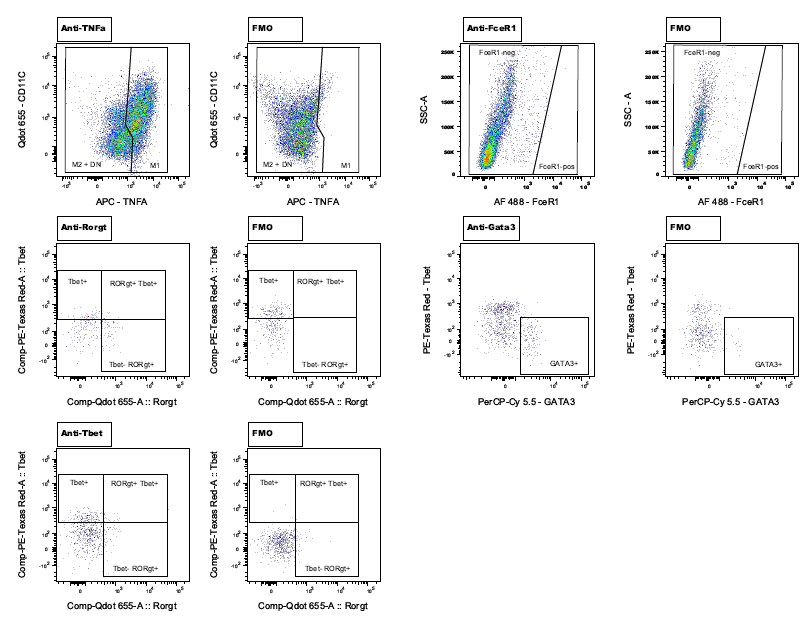

**Fig. S4 Representative flow cytometry gating strategy.** Major and minor immune cell subsets of (A) monocytes, macrophages, dendritic cells, eosinophils and neutrophils (mast cell and basophils were undetected). (B) ILC1/2/3 and non-ILC1/2/3s (~ILCreg), CD4+ Th1/2/17/Tregs and CD8+ T-cells in small intestinal lamina propria and white epididymal adipose tissue. (C) Representative intracellular and intranuclear staining and the fluorescence minus one (FMO) controls for indicated markers.

**Supplementary figure 5**

**A**

**B**

**C**

**D**

**E**

**J**

**K**

**F**

**G**

**H**

**I**

**Fig. S5 The small intestine represents an immunological robust tissue under HFD-fed conditions in C57BL/6J mice.** Immediately after study termination, the small intestine (20 cm) was processed to prepare single-cell suspensions for flow cytometry. Intestines were processed in two steps: first, epithelial cells were isolated and afterwards the remaining intestinal tissue was digested to obtain bulk lamina propria immune cells. Spearman’s rank-based correlation of the proportion of ILC2s (as % of total CD45+ cells) with (A) mRNA expression levels of *Il25* and *Tslp (*both relative to *Dclk1*) in sorted tuft cells at 22wk, (B) ileal IL-25 and (C) ileal IL-33 concentrations at 9wk and 22wk. Quantification by flow cytometry (as % of total CD45+ cells) (D) total monocytes and indicated subsets, (E) total macrophages and indicated susbsets, (F) ILCs and indicated subsets, (G) dendritic cells and indicated subsets, (H) CD4+ T-cells and indicated subsets, and (I) CD8+ T-cells in SI lamina propria. Correlation between the proportion of eosinophils (as % of total CD45+ cells) with mRNA expression levels of (J) *Il25* and (K) *Tslp (*both relative to *Dclk1*) in sorted tuft cells at 9wk and 22 wk. N=10-12 per group, derived from three experiments. Statistical analyses were performed by Mann-Whitney *U* test followed by correction for multiple comparisons using Benjamini-Hochberg method. Graphs depict boxplots showing median (center line), upper and lower quartiles (box limits), minimum and maximum (whiskers) and outliers. Spearman’s rank correlation was used for correlations with *p*-values < 0.05 as statistically significant.

**Supplementary figure 6**

**Fig. S6 Immune profiling of eWAT during HFD-fed conditions in C57BL/6J mice.** (A) Concentrations of TNF-, IL-33 and IL-5 in eWAT. IL-25, IL-13 and IL-4 were undetectable. Quantification by flow cytometry (as % of total CD45+ cells) of (B) total macrophages and indicated subsets, (C) eosinophils, (D) total monocytes and indicated subsets, (E) dendritic cells and indicated subsets, (F) CD8+ T-cells, CD4+ T-cells and indicated subsets, and (G) ILCs and indicated subsets in eWAT. N=10-12 per group, derived from three experiments. **p* < 0.05, ***p* < 0.01, ****p* < 0.001 by Mann-Whitney *U* test followed by correction for multiple comparisons using Benjamini-Hochberg method. Graphs depict boxplots showing median (center line), upper and lower quartiles (box limits), minimum and maximum (whiskers) and outliers. Spearman’s rank correlation was used for correlations with *p*-values < 0.05 as statistically significant.

**A**

**F**

**E**

**G**

**B**

**C**

**D**

**SUPPLEMENTARY TABLES**

**Supplementary table 1.** Composition of experimental diets.

| Diet | **HFD** | **RFD** |  | Diet | **HFD** | **RFD** |
| --- | --- | --- | --- | --- | --- | --- |
| Gross Energy (GE) | kJ% | kJ% |  | Fatty acids | [%] | [%] |
| Fat | 60 | 10 |  | C 12:0 | 0.07 | 0.01 |
| Protein | 20 | 20 |  | C 14:0 | 0.44 | 0.04 |
| Carbohydrates | 20 | 70 |  | C 16:0 | 7.93 | 0.69 |
| Crude Nutrients | [%] | [%] |  | C 18:0 | 4.37 | 0.31 |
| Crude protein (N x 6.25) | 24.4 | 18.2 |  | C 20:0 | 0.11 | 0.02 |
| Crude fat | 34.6 | 4.1 |  | C 16:1 | 0.94 | 0.05 |
| Crude fibre | 6 | 5 |  | C 18:1 | 13.97 | 1.3 |
| Crude ash | 5.3 | 5.3 |  | C 18:2 | 4.64 | 1.43 |
| Starch | 0.1 | 43.5 |  | C 18:3 | 0.49 | 0.15 |
| Sugar | 9.4 | 6.8 |  | Vitamins | per kg | per kg |
| N free extracts | 26.3 | 63 |  | Vitamin A | 15000 IU | 15000 IU |
| Minerals | [%] | [%] |  | Vitamin D3 | 1500 IU | 1500 IU |
| Calcium | 0.92 | 0.92 |  | Vitamin E | 150 mg | 150 mg |
| Phosphorus | 0.64 | 0.63 |  | Vitamin K (as MNB) | 20 mg | 20 mg |
| Ca/P | 1.44 | 1.46:1 |  | Thiamine (B1) | 25 mg | 25 mg |
| Sodium | 0.2 | 0.2 |  | Riboflavin (B2) | 16 mg | 16 mg |
| Magnesium | 0.23 | 0.23 |  | Pyridoxine (B6) | 16 mg | 16 mg |
| Potassium | 0.97 | 0.97 |  | Cobalamin (B12) | 30 μg | 31 μg |
| Amino acids | [%] | [%] |  | Nicotinic acid | 47 mg | 47 mg |
| Lysine | 2.02 | 1.52 |  | Pantothenic acid | 55 mg | 55 mg |
| Methionine | 0.86 | 0.66 |  | Folic acid | 16 mg | 16 mg |
| Cystine | 0.45 | 0.33 |  | Biotin | 300 μg | 301 μg |
| Met+Cys | 1.31 | 0.99 |  | Choline | 920 mg | 921 mg |
| Threonine | 1.07 | 0.8 |  | Trace elements | per kg | per kg |
| Tryptophan | 0.33 | 0.24 |  | Iron | 168 mg | 168 mg |
| Arginine | 0.95 | 0.71 |  | Manganese | 95 mg | 95 mg |
| Histidine | 0.74 | 0.55 |  | Zinc | 65 mg | 65 mg |
| Valine | 1.7 | 1.27 |  | Copper | 13mg | 13mg |
| Isoleucine | 1.38 | 1.02 |  | Iodine | 1.2 mg | 1.2 mg |
| Leucine | 2.42 | 1.8 |  | Selenium | 0.2 mg | 0.2 mg |
| Phenylalanine | 1.27 | 0.95 |  |  |  |  |
| Phe+Tyr | 2.56 | 1.9 |  |  |  |  |
| Glycine | 0.52 | 0.39 |  |  |  |  |
| Glycine | 5.5 | 4.1 |  |  |  |  |
| Aspartic acid | 1.82 | 1.35 |  |  |  |  |
| Proline | 2.8 | 2.09 |  |  |  |  |
| Serine | 1.46 | 1.09 |  |  |  |  |
| Alanine | 0.81 | 0.55 |  |  |  |  |

**Supplementary table 2.** Reagents and primers used for reverse transcription and cDNA amplification.

| **Reagents** | **Supplier** | **Cat/Ref No.** |
| --- | --- | --- |
| cDNA synthesis and amplification |  |  |
| SuperScript II Reverse transcription primer | IDT | NA |
| 5′-AAGCAGTGGTATCAACGCAGAGTACT30VN-3′ |  |  |
| dNTPs | Thermo Fisher | R0192 |
| TSO-primer | Exiqon | NA |
| 5′-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3′ |  |  |
| SuperScript II reverse transcriptase | Invitrogen | 18064-071 |
| RNAse inhibitor | Clontech | 23013-A |
| Superscript II First-Strand Buffer | Invitrogen | 18064-071 |
| DTT | Invitrogen | 18064-014 |
| Betaine | Sigma-Aldrich | B0300 |
| MgCl_2_ | Sigma-Aldrich | M8266 |
|  |  |  |
| cDNA amplification |  |  |
| KAPA HotStart HIFI 2× ReadyMix | Roche | KK2602 |
| cDNA preamplification primer |  |  |
| 5′-AAGCAGTGGTATCAACGCAGAGT-3′ |  |  |
|  |  |  |
| cDNA purification |  |  |
| AMPure XP beads | Beckman Coulter | A63881 |

**Supplementary table 3.** Reagents and primers used for qPCR.

| **Reagents** | **Supplier** | **Cat./Ref No.** |
| --- | --- | --- |
| qPCR |  |  |
| TaqMan Fast Universal PCR Master Mix | Applied Biosystems | 4352042 |
| TaqMan Gene Expression Assay Mix | Applied Biosystems | 4369016 |
| *Gapdh* | IDT DNA | Mm.PT.39a.1 |
| Forward primer, 5' - GTG GAG TCA TAC TGG AAC ATG TAG |  |  |
| Reverse primer, 5' - AAT GGT GAA GGT CGG TGT G |  |  |
| *Dclk1* | IDT DNA | Mm.PT.58.21899992 |
| Forward primer, 5' - CCA TCA CAA ACC ATA CAC ATC G |  |  |
| Reverse primer, 5' - GCA AGT CAC CAA GTC CAT CA |  |  |
| *Il25* | IDT DNA | Mm.PT.58.28942186 |
| Forward primer, 5' - CGA TTC AAG TCC CTG TCC AA |  |  |
| Reverse primer, 5' - AAG TGG AGC TCT GCA TCT G |  |  |
| *Tslp* | IDT DNA | Mm.PT.58.41321689 |
| Forward primer, 5' - TTG TGC CAT TTC CTG AGT ACC |  |  |
| Reverse primer, 5' - TCT CAA TCC TAT CCC TGG CT |  |  |
| *Gp2* | IDT DNA | Mm.PT.56a.8772151 |
| Forward primer, 5' - GTC AAC TTC CAG TGT GCC TAC |  |  |
| Reverse primer, 5' - CTC CGT CCA CAT CAA CAG TC |  |  |

**Supplementary table 4.** List of Reactome pathways (related to figure 2)

P1: Metal sequestration by antimicrobial proteins

P2: Phase 1 − inactivation of fast Na+ channels

P3: TWIK−releated acid−sensitive K+ channel (TASK)

P4: Signaling by Insulin receptor

P5: Activated NTRK3 signals through PI3K

P6: Antimicrobial peptides

P7: IRS activation

P8: GABA A receptor activation

P9: Synthesis of PIPs in the nucleus

P10: The NLRP1 inflammasome

P11: Interleukin−18 signaling

P12: ARMS−mediated activation

P13: Metabolism of ingested SeMet, Sec, MeSec into H2Se

P14: DAP12 interactions

P15: RUNX3 regulates YAP1−mediated transcription

P16: Endosomal/Vacuolar pathway

P17: Reversal of alkylation damage by DNA dioxygenases

P18: Interaction with The Zona Pellucida

P19: NGF processing

P20: ER−Phagosome pathway

P21: Phase 4 − resting membrane potential

P22: GABA B receptor activation

P23: c−src mediated regulation of Cx43 function and closure of gap junctions

P24: Phospholipase C−mediated cascade; FGFR2

P25: Nucleobase catabolism

P26: Activation of the mRNA upon binding of the cap−binding complex and eIFs, and subsequent binding to 43S

P27: Assembly of the pre−replicative complex

P28: Microtubule−dependent trafficking of connexons from Golgi to the plasma membrane

P29: Pre−NOTCH Processing in Golgi

P30: Advanced glycosylation endproduct receptor signaling

P31: Pyrophosphate hydrolysis

P32: Glucuronidation

P33: Scavenging by Class B Receptors

P34: Chemokine receptors bind chemokines

P35: Acyl chain remodeling of CL

P36: Abacavir transmembrane transport

P37: NADPH regeneration

P38: Beta oxidation of lauroyl−CoA to decanoyl−CoA−CoA

P39: Cytosolic tRNA aminoacylation

P40: Wax biosynthesis

P41: Synthesis of Ketone Bodies

P42: Sulfur amino acid metabolism

P43: Mitotic Telophase/Cytokinesis

P44: Glycine degradation

P45: Triglyceride catabolism

P46: TET1,2,3 and TDG demethylate DNA

P47: Beta oxidation of myristoyl−CoA to lauroyl−CoA

P48: Telomere Extension By Telomerase

P49: Sensing of DNA Double Strand Breaks

P50: Downstream signaling of activated FGFR1

P51: Synthesis of (16−20)−hydroxyeicosatetraenoic acids (HETE)

# Supplementary material for: Small Intestinal Tuft Cell Activity Associates With Energy Metabolism in Diet-Induced Obesity
**Source:** Front Immunol. 2021 May 28;12:629391. doi: 10.3389/fimmu.2021.629391
**Supplement:** Supplementary file 2

**Supplementary data 1: List of differently regulated genes in small intestinal tuft cells under HFD-feeding vs RFD-feeding conditions for 9 weeks.**

|                    |                                                                           |               |   |         |
|--------------------|---------------------------------------------------------------------------|---------------|---|---------|
| ENSMUSG00000051435 | forkhead-associated (FHA) phosphopeptide binding domain 1                 | Fhad1         | 0 | 0.0788  |
| ENSMUSG00000085471 | RIKEN cDNA 4933423P22 gene                                                | 4933423P22Rik | 0 | 0.0788  |
| ENSMUSG00000010936 | Vac14 homolog (S. cerevisiae)                                             | Vac14         | 0 | 0.09235 |
| ENSMUSG00000026082 | REV1, DNA directed polymerase                                             | Rev1          | 0 | 0.09235 |
| ENSMUSG00000026548 | SLAM family member 9                                                      | Slamf9        | 0 | 0.09235 |
| ENSMUSG00000027544 | nuclear factor of activated T cells, cytoplasmic, calcineurin dependent 2 | Nfatc2        | 0 | 0.09235 |
| ENSMUSG00000028931 | potassium voltage-gated channel, shaker-related subfamily, beta member 2  | Kcnab2        | 0 | 0.09235 |
| ENSMUSG00000030323 | intraflagellar transport 122                                              | Ift122        | 0 | 0.09235 |
| ENSMUSG00000032997 | chondroitin polymerizing factor                                           | Chpf          | 0 | 0.09235 |
| ENSMUSG00000037007 | zinc finger protein 113                                                   | Zfp113        | 0 | 0.09235 |
| ENSMUSG00000039308 | N-deacetylase/N-sulfotransferase (heparan glucosaminyI) 2                 | Ndst2         | 0 | 0.09235 |
| ENSMUSG00000049539 | histone cluster 1, H1a                                                    | Hist1h1a      | 0 | 0.09235 |
| ENSMUSG00000063954 | histone cluster 2, H2aa2                                                  | Hist2h2aa2    | 0 | 0.09235 |
| ENSMUSG00000073434 | WD repeat domain 90                                                       | Wdr90         | 0 | 0.09235 |
| ENSMUSG00000086740 | predicted gene 17029                                                      | Gm17029       | 0 | 0.09235 |
| ENSMUSG00000107317 | predicted gene, 19719                                                     | Gm19719       | 0 | 0.09235 |
| ENSMUSG00000107928 | predicted gene 45140                                                      | Gm45140       | 0 | 0.09235 |
| ENSMUSG00000026311 | ankyrin repeat and SOCS box-containing 1                                  | Asb1          | 0 | 0.09394 |
| ENSMUSG00000029605 | 2'-5' oligoadenylate synthetase 1B                                        | Oas1b         | 0 | 0.09394 |
| ENSMUSG00000037594 | clathrin binding box of aftiphilin containing 1                           | Clba1         | 0 | 0.09394 |
| ENSMUSG00000022957 | intersectin 1 (SH3 domain protein 1A)                                     | Itns1         | 0 | 0.09505 |
| ENSMUSG00000032733 | sorting nexin 33                                                          | Snx33         | 0 | 0.09505 |
| ENSMUSG00000046985 | transmembrane anterior posterior transformation 1                         | Tap1          | 0 | 0.09505 |
| ENSMUSG00000097730 | predicted gene, 26588                                                     | Gm26588       | 0 | 0.09514 |
| ENSMUSG00000034893 | component of oligomeric golgi complex 3                                   | Cog3          | 0 | 0.0975  |
| ENSMUSG00000045176 | BLOC-1 related complex subunit 6                                          | Borcs6        | 0 | 0.09836 |
| ENSMUSG00000057329 | B cell leukemia/lymphoma 2                                                | Bcl2          | 0 | 0.09836 |
| ENSMUSG00000075327 | zinc finger and BTB domain containing 2                                   | Zbtb2         | 0 | 0.09836 |
| ENSMUSG00000099931 | predicted gene 29358                                                      | Gm29358       | 0 | 0.09836 |
| ENSMUSG00000048997 | ataxin 7-like 2                                                           | Atxn7l2       | 0 | 0.10127 |
| ENSMUSG00000056268 | DENN/MADD domain containing 1B                                            | Dennd1b       | 0 | 0.10127 |
| ENSMUSG00000095105 | EDAR (ectodysplasin-A receptor)-associated death domain                   | Edaradd       | 0 | 0.10127 |
| ENSMUSG00000097320 | transmembrane protein 147, opposite strand                                | Tmem147os     | 0 | 0.10127 |
| ENSMUSG00000097601 | predicted gene, 26660                                                     | Gm26660       | 0 | 0.10127 |

Supplementary data 1: List of differently regulated genes in small intestinal tuft cells under HFD-feeding vs RFD-feeding conditions for 22 weeks.

# Supplementary material for: Small Intestinal Tuft Cell Activity Associates With Energy Metabolism in Diet-Induced Obesity
**Source:** Front Immunol. 2021 May 28;12:629391. doi: 10.3389/fimmu.2021.629391
**Supplement:** Supplementary file 3

**Supplementary data 2: List of differently regulated pathways in small intestinal tuft cells under HFD-feeding vs RFD-feeding conditions for 9 weeks.**

|                                                        |               |       |         |
|--------------------------------------------------------|---------------|-------|---------|
| TET1,2,3 and TDG demethylate DNA                       | R-MMU-5221030 | 2.595 | 0.00453 |
| Synthesis of (16-20)-hydroxyeicosatetraenoic acids (HE | R-MMU-2142816 | 2.973 | 0.07272 |
| Sensing of DNA Double Strand Breaks                    | R-MMU-5693548 | 3.303 | 0.00453 |
| Downstream signaling of activated FGFR1                | R-MMU-5654687 | 4.22  | 0.04527 |

**Supplementary data 2: List of differently regulated pathways in small intestinal tuft cells under HFD-feeding vs RFD-feeding conditions for 22 weeks.**

|                              |               |       |         |
|------------------------------|---------------|-------|---------|
| Assembly of the ORC complex  | R-MMU-68616   | 1.881 | 0.01173 |
| Glucuronidation              | R-MMU-156588  | 1.901 | 0.00655 |
| Activation of the mRNA upo   | R-MMU-72662   | 1.908 | 0       |
| Glycine degradation          | R-MMU-6783984 | 1.961 | 0.09861 |
| Assembly of the pre-replicat | R-MMU-68867   | 2.013 | 0.01594 |
| Pyrophosphate hydrolysis     | R-MMU-71737   | 2.069 | 0       |
| Scavenging by Class B Recep  | R-MMU-3000471 | 2.136 | 0.00655 |
| Wax biosynthesis             | R-MMU-8848584 | 2.199 | 0.0206  |
| Abacavir transmembrane tra   | R-MMU-2161517 | 2.248 | 0.00655 |
| Cytosolic tRNA aminoacylati  | R-MMU-379716  | 2.285 | 0       |
| TET1,2,3 and TDG demethyl    | R-MMU-5221030 | 2.305 | 0.05006 |
| Sulfur amino acid metabolis  | R-MMU-1614635 | 2.467 | 0       |
| Telomere Extension By Telo   | R-MMU-171319  | 2.97  | 0       |
| Synthesis of (16-20)-hydroxy | R-MMU-2142816 | 5.424 | 0       |

**Supplementary data 2: List of differently regulated pathways in small intestinal tuft cells under HFD-feeding vs RFD-feeding conditions for 9 and 22 weeks.**

# Supplementary material for: Small Intestinal Tuft Cell Activity Associates With Energy Metabolism in Diet-Induced Obesity
**Source:** Front Immunol. 2021 May 28;12:629391. doi: 10.3389/fimmu.2021.629391
**Supplement:** Supplementary file 4

**Supplementary data 3: List of immune and/or metabolism related orphan genes in small intestinal tuft cells under HFD-feeding vs RFD-feeding conditions for 9 and 22 weeks.**

How the deposited data were processed for this re-analysis (not part of the article)

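Tuft cells sorted from the small intestine of mice on RFD or HFD were sequenced by the authors, and 45 libraries were used here, with 11 per diet at 9 weeks, and 11 on RFD and 12 on HFD at 22 weeks. Another 24 unlabelled columns of the tables were not used. The labels give 9 weeks for all libraries, and the second set of libraries was taken as 22 weeks because the paper has at most 12 mice per group. Body, cytokine and cell count data of the study were not analysed here.

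The authors trimmed reads with Cutadapt, aligned them with STAR and counted them per gene with RSEM, which gives expected counts and TPM. Of the counts above 0, 8.79% were not whole. The files hold genes before the filter on low counts. The weighing of counts by cell type proportions estimated with BSEQ-sc and CIBERSORT was not repeated, since its single cell reference was not used here. The genome build of the authors is not named in the paper's text, and GENCODE M21 on GRCm38 gave symbols and positions. Depth per library ranged from 189340 to 4690213 reads on genes. A group with at most 3 reads in every library was treated as being at the floor, and the fold of such a gene is given as a lower bound. Such limits cover counting error only.

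Counts were rounded, genes with more than 5 reads in at least 6 libraries were kept (14020 genes), and the diets were compared at each time with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.1). The difference between the diet effects at 9 and 22 weeks was tested as an interaction over all libraries. The rule for the genes named in the text, the gene lists and the alternatives were fixed before the data were examined. The named genes are the 20 genes the paper names for these libraries, of which 19 could be tested, and at each time the 5 higher and 5 lower genes with the smallest p. Some of the named genes, and 2 process lists that hold them, are not reported here. Other genes are said to have been chosen after their values were seen. Genes with close paralogs are uncertain.

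The alternatives changed 1 choice at a time: DESeq2's size factors in edgeR, DESeq2 1.42.0, a test written after the authors' SAM-seq method (Wilcoxon statistic over 20 resampled count tables of equal depth, false discovery rate from 100 permutations), no filter, a filter of at least 10 reads in 1 of every 2 libraries, a threshold of 0.05, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), the number series as a batch term, a covariate of tuft minus other cell type markers, a covariate of genes detected, libraries of low total reads left out, and markers of other cell types left out. A covariate of the enterocyte markers was chosen after seeing the data. Low total reads means less than 0.5 times the median of the time and concerned mice 10 and 40 on RFD and 50 on HFD at 9 weeks and mouse 65 on HFD at 22 weeks.

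The 10 process lists were tested with limma's camera at a preset correlation of 0.01, and with fry and camera at an estimated correlation as alternatives. Those reported hold genes of mitochondrial fatty acid oxidation, ketone body synthesis, peroxisomal fatty acid oxidation, PPAR alpha response, Cyp4a and Cyp4f, MHC class I presentation, interferon stimulated genes and ribosomal proteins. Lists with at least 3 tested genes were used. Marker lists of 11 cell types (tuft, enterocyte, goblet, Paneth, enteroendocrine, T cell, B and plasma cell, macrophage and dendritic cell, eosinophil, stem and cycling, and M cell) were compared as mean log2 CPM with permutation tests of 100000 resamples, with Benjamini-Hochberg adjustment over 22 tests. Correlations of Il25 and Tslp relative to Dclk1 with GABA receptor genes used RNA-seq values, Spearman's rho and Pearson's r over 24 pairs with 100000 permutations. Within the diets the p values were adjusted over 48 pairs, those of both diets together. Genes detected were counted after thinning each library to 189308 reads at 9 weeks and 661570 at 22 weeks, as the mean of 10 draws. Each count of genes was set against 100 splits of the same libraries. The work used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

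The tests were also run on simulated data made from these libraries, with 200 of the 14020 genes changed 8-fold. The changed genes were drawn from those at or above the median expression, so the recovery does not cover genes with few reads. Each gene was simulated on its own, so the false calls do not cover variation that genes share across libraries. At 9 weeks edgeR recovered 98.0% of them, with 16.9% of its calls false, and at 22 weeks 98.5%, with 7.9% false. DESeq2 had 21.4% and 18.2% false calls and the SAM-seq style test 8.5% and 6.3%. The interaction test recovered 94.5% of 8-fold changes and 7.0% of 2-fold changes. For 2-fold changes edgeR recovered 30.0% at 9 weeks and 39.5% at 22 weeks.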

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

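The tests of the stem and cycling markers against the enterocyte markers and of the correlation among ribosomal protein genes were chosen only after the result was seen, and the other tests in this part were set before.

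Interferon stimulated genes, which the paper does not discuss, were lower on HFD at both times. The list of 28 genes had a mean log2 fold change of -1.24 at 9 weeks (27 of 28 lower, camera adjusted p = 1.04e-13) and -0.91 at 22 weeks (27 of 28 lower, camera adjusted p = 2.01e-13). The list mean was above the RFD median in 0 of 11 and 1 of 12 mice on HFD. With fry the list passed at both times, and with an estimated correlation the adjusted p was 0.0526 and 0.0679. Over all genes 9 and 5 of the 28 were called, and 20 and 16 adjusted over the list alone. The copy of the study's own table used here, which holds 1423 and 252 genes and is not complete, includes 13 and 1 of them. A cause in 1 number series alone is argued against because the list was lower on HFD in 6 of 6 series and times. The size varied between the series, with differences of -1.528, -0.587 and -0.991 at 9 weeks and of -0.713, -1.574 and -0.644 at 22 weeks. With the tuft marker covariate the mean log2 fold change was -0.736 at 9 weeks (24 of 28 lower) and -0.707 at 22 weeks (25 of 28 lower). The larger of the camera adjusted p values at the preset correlation was 1.52e-09, which argues against a lower share of tuft cell RNA as the whole cause, and a part of the 9-week effect went with that share. The difference of the diet effects between the times had an interaction adjusted p of 0.112, and of 0.0379 with the enterocyte covariate, chosen after seeing the data. That adjusted p was 0.900 with the tuft marker covariate and 0.127 with the genes detected covariate. With fry it was 0.836 and with an estimated correlation 0.905, so a difference between the times depends on the setting. As many lists of genes as the real 8 at 9 weeks passed in 6 of 100 splits and as many as the real 9 at 22 weeks in 6 of 100, so the number of passing lists is not rare among splits. A lower interferon response on HFD is a hypothesis from the same data and may also reflect other cells not covered by the marker lists.

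Ribosomal protein genes had a mean diet effect of 0.71 at 9 weeks (81 of 82 higher, camera adjusted p = 4.15e-29) and 0.39 at 22 weeks (79 of 82 higher, camera adjusted p = 8.51e-15), and the difference of the effects was -0.26 (camera adjusted p = 1.9e-09). Such genes change together across libraries more than the preset correlation allows. With the correlation estimated from the libraries the interaction had adjusted p = 0.905, and with fry 0.836, so the difference between the times may come from that correlation. At 9 weeks 43 and at 22 weeks 0 genes of the list were called over all genes, with 75 and 0 adjusted over the list alone. The 9-week effect passed with fry and with an estimated correlation (adjusted p = 0.0575), and the 22-week effect did not with an estimated correlation (0.155).

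Stem and cycling markers were higher on HFD at 9 weeks by 1.32 on the log2 scale (permutation p = 0.00863, adjusted p = 0.064 over 22 tests, 10 of 11 mice above the RFD median), with 1.45, 1.02 and 1.04 in the number series. At 22 weeks the difference was 1.34 (permutation p = 0.0526). If a lower share of tuft cell RNA were the cause and the mix of the other cells were unchanged, all other cell types would rise alike. The stem and cycling markers rose more than the enterocyte markers (difference 1.50, permutation p = 0.00281) and more than the T cell markers (1.98, permutation p = 0.00115). This argues against an equal rise of all other cells. Goblet and Paneth markers were also higher on HFD at 9 weeks, by 1.07 and 2.41 (permutation p = 0.0570 and 0.0856). Less tuft cell RNA together with a changed mix of other cells is therefore not argued against. More stem or cycling cells in the sort, or a change of the tuft cells themselves, stay open. The test did not pass the threshold with log2(TPM + 1) or with low totals left out.

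T cell markers changed by -0.66 on the log2 scale on HFD at 9 weeks (permutation p = 0.00877, adjusted p = 0.064, 10 of 11 mice below the RFD median), with -0.92, -0.24 and -0.84 in the number series. The 14 markers, 8 of which had enough reads to be tested in these libraries, summed to 34.4 CPM on RFD and 13.0 CPM on HFD without TMM normalization. Fewer T cells in the sort and lower expression in tuft cells were not separated by a test. At 22 weeks the difference was -0.52 (permutation p = 0.0784).

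Enteroendocrine markers changed by -1.41 on the log2 scale on HFD at 22 weeks (permutation p = 0.00523, adjusted p = 0.064, 11 of 12 mice below the RFD median), with -1.20, -2.13 and -1.09 in the number series. The test also passed the threshold with log2(TPM + 1), and did not with low totals left out. More than 10 CPM, without TMM normalization, was found for Nts in 7 RFD libraries and 0 HFD libraries, for Cck in 6 and 0, for Scg2 in 7 and 0, for Chgb in 7 and 3 and for Sct in 11 and 12. If a few enteroendocrine cells had entered some RFD libraries, the markers would rise together across these libraries. The median pairwise rho was 0.267 in RFD at 22 weeks, against 0.191, 0.268 and 0.291 in the other groups, so cells in the sort and expression in the tuft cells cannot be told apart from this test.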

How the results depend on the processing

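None of the tests in this part was chosen after the result was seen. The enterocyte marker covariate was an alternative chosen after seeing the data, unlike the others. 

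At 9 weeks the 466 genes became 1534 with DESeq2, 3149 with the SAM-seq style test, 1698 with no filter, 747 with the stricter filter, 9 with limma on log2(TPM + 1), 5 with limma on log2(TPM + 0.1), 23 with the tuft marker covariate, 1299 with the enterocyte covariate and 65 at an adjusted p under 0.05. At 22 weeks the 111 genes became 351 with DESeq2, 1084 with the SAM-seq style test, 435 with no filter, 51 and 31 with limma on log2(TPM + 1) and log2(TPM + 0.1), 185 with the number series and 65 at an adjusted p under 0.05. The genes called at both times, 40, became 168 with DESeq2, 623 with the SAM-seq style test, 88 with no filter, 4 and 3 with the 2 limma settings, 63 with the number series, 6 with the tuft marker covariate, 69 with the enterocyte covariate and 15 at an adjusted p under 0.05. The interaction, 0 genes with 451 at an unadjusted p under 0.05, gave 1 gene with DESeq2, 65 with no filter and 1 with the enterocyte covariate. No filter tests more genes (32549 at 9 weeks and 34543 at 22 weeks). Limma on log2(TPM + 0.1) shifted the median of all genes by -0.11 at 9 weeks, so its changes are read relative to that. For the other changes the cause was not tested. With size factors the share that was higher was 54.8% at 9 weeks, against 60.1% in the chosen test. At 22 weeks it was 59.6%, against 55.0%.

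Some single genes reversed. Serpini1 at 9 weeks became -0.148 with the enterocyte covariate. With the SAM-seq style test, whose direction is that of its rank statistic (-9.85), it was lower on HFD with a fold of the medians of 0.768, while its mean log2 difference stayed above 0 at 0.065. Gabrg3 at 9 weeks became 0.315 with low totals left out. Dclk1 at 22 weeks became -0.195 with the SAM-seq style test, -0.391 and -0.393 with limma on log2(TPM + 1) and log2(TPM + 0.1), and -0.001 with the genes detected covariate. Extl3 at 22 weeks, near 0 in the chosen test, became 0.002 with size factors, 0.000 with DESeq2, 0.031 with no filter, 0.001 with the stricter filter, 0.082 and 0.291 with the 2 limma settings, 0.023 with the tuft marker covariate, 0.038 with the genes detected covariate, 0.009 with other markers left out and 0.045 with the enterocyte covariate. Gabrg3 at 22 weeks became -0.112 with the number series, -0.074 with the tuft marker covariate and -0.279 with low totals left out. These genes had adjusted p values above 0.1 in each of these settings, and the cause was not tested.

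Of the correlations with Gabrb1, Gabrg3 and Gabbr1, the 1 pair past the threshold became 4 when Il25 and Tslp were not taken relative to Dclk1 and 0 within RFD. With log2(TPM + 1) Tslp with Gabbr1 at 9 weeks passed instead, and within HFD Tslp with Gabrg3 at 22 weeks. Within HFD, Tslp with Gabbr1 was -0.657 at 22 weeks. Within a diet there are fewer mice. The 3 marker lists past the threshold became 1 with log2(TPM + 1) and 0 with low totals left out, where the eosinophil markers became 0.076 at 9 weeks and -0.059 at 22 weeks. Genes detected per library at 9 weeks, -85.2 in the chosen setting, became 532.9 when not thinned, 284.8 when detected at 5 reads and 832.5 with low totals left out, and at 22 weeks, -219.8, became 274.7 at 5 reads. Their permutation p values in the chosen setting were 0.908 and 0.870.

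Named genes were compared over 948 results at both times. Of these, 837 kept direction and side, 42 became weaker, 49 stronger and 20 reversed. Of the 395 results of the 29 gene and time pairs called in the chosen test, 353 kept their call and 42 became weaker. Over the gene lists, 74 of 80 results kept their side, 4 became weaker and 2 stronger. No paired analysis was possible because the diets at a given time share 0 mouse numbers, and like-numbered mice at 9 and 22 weeks are different animals. All alternatives that were set were run, but DESeq2 gave an adjusted p for 27 and 33 of the 35 named genes at 9 and 22 weeks, the stricter filter left 26 of them and leaving out other markers 33.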

Differences from the paper's values

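None of the tests in this part was chosen after the result was seen.

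After removing genes without reads, the paper removed 79 genes with a duplicate symbol, and 19 were removed here.

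For genes at 9 weeks, the paper reports 1510 and 466 were found here. DESeq2 gave 1534 and no filter 1698, which are within the limit of 1.5 times or of the spread used for a difference. The paper reports 1108 lower genes and 186 were found here, with 1477 by the SAM-seq style test within the limit. The paper's 402 higher genes lie within the limit of the 280 found here. In shares, the paper's 27% higher and 73% lower compare with 60.1% and 39.9% here, which is 1 gap seen from both sides. The tuft marker covariate (47.8% and 52.2%) and low totals left out (46.2% and 53.8%) narrowed it. With these settings the lower share fell within the limit of 1.5 times and the higher share did not, and none of the alternatives set before the data were examined brought both within it.

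For genes at 22 weeks, the paper reports 554 and 111 were found here, and no filter (435) fell within the limit. Of these the paper reports 209 higher and 61 were found here, with DESeq2 (183) and no filter (148) within the limit. The paper reports 345 lower and 50 were found here, with the SAM-seq style test (514) and no filter (287) within the limit.

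For genes shared by both times the paper reports 166 and 40 were found here, and DESeq2 gave 168. For genes at either time the paper reports more than 1700, a lower bound, and 537 were found here, with DESeq2 (1717), no filter (2045) and the SAM-seq style test (3610) above that bound. For the immune or metabolism related orphan genes the paper reports 174 at 9 weeks and 28 at 22 weeks. Here 35 and 5 were called, and the SAM-seq style test (124 and 22) fell within the limit.

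Fold changes at 9 weeks, HFD over RFD, differed as follows. Ppargc1a is 0 in the paper and 0.526 here, and none of the alternatives set before the data were examined closed that gap. Serpini1 is 2.341 in the paper and 1.09 here, and the tuft marker covariate (1.76) fell within the limit. Smcr8 is 0.138 in the paper and 0.397 here, Acot1 48.209 and 20.6, and Papss2 0.450 and 0.329, and none of the alternatives closed these gaps. Mfsd4a is 0.172 in the paper and 0.279 here, with the SAM-seq style test (0.154) and limma on log2(TPM + 0.1) (0.212) within the limit. The median TPM of Ppargc1a on HFD at 9 weeks is about 0 in Fig. S3B, read by eye, and 3.55 here. No alternative was run for that median.

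The paper names Klhdc3 as the exception among the genes regulated at both times, whose regulation it otherwise calls similar. The log2 fold changes here were -0.15 and 0.69 with an adjusted p above 0.1 at both times, and the SAM-seq style test called it at 22 weeks (adjusted p = 0.0325).

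Genes that the paper names and that did not pass here passed the threshold of 0.1 in other settings. With the SAM-seq style test these were, with the adjusted p, Il25 at 9 weeks (0.0916), Ppargc1a at 9 weeks (0.0417), Extl3 at 9 weeks (0.0185), Smcr8 at 9 weeks (0.0289), Gabbr1 at 9 weeks (0.0381), B2m at 9 weeks (0.054), Mxd1 at 9 weeks (0.0455), N4bp1 at 9 weeks (0.0737), Gapdh at 9 weeks (0.0136), Il25 at 22 weeks (0.084), Tslp at 22 weeks (0.084) and N4bp1 at 22 weeks (0.0416). DESeq2 also called Extl3, Smcr8, B2m, Mxd1 and Gapdh at 9 weeks. With no filter Il25 and Extl3 were called at 9 weeks. The stricter filter called Extl3 and Gapdh at 9 weeks, size factors called Gapdh at 9 weeks, and leaving out low totals called B2m at 9 weeks. The enterocyte covariate, chosen after seeing the values, called Il25, Extl3 and Mxd1 at 9 weeks.

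Serpini1, which the paper calls higher at 9 weeks, had an adjusted p of at least 0.475 in every setting run. The paper states a positive correlation of Il25 with GABA A pathway genes at 9 weeks and of Tslp with genes of these pathways at 22 weeks. Relative to Dclk1, Il25 had rho = -0.513 with Gabrb1 and -0.178 with Gabrg3 at 9 weeks and Tslp had rho = 0.341 with Gabbr1 at 22 weeks, and none of these 3 pairs passed. These are RNA-seq values, whereas the paper reports Il25 and Tslp relative to Dclk1 by RT-qPCR, so unlike measures are set side by side. When Tslp was not taken relative to Dclk1, Tslp with Gabbr1 passed at 22 weeks (rho = 0.550). The paper states that Tslp correlated with none of the genes at 9 weeks, and with log2(TPM + 1) Tslp with Gabbr1 passed there (rho = -0.631), as it did when not taken relative to Dclk1 (rho = 0.465).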

Other observations

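Of the tests in this part, those of H2 paralogs, of the T cell markers against MHC class I at 9 weeks, and of Ppargc1a without 1 number series were chosen only after the result was seen, as were the effect sizes left with the tuft marker covariate and the calls kept with the genes detected covariate.

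As many genes as the 466 at 9 weeks were found in 2 of 100 splits of the libraries into groups of the same sizes, the real one included, with a median of 0 and a maximum of 1819 in the others. At 22 weeks 3 of 100 splits gave at least 111 genes (maximum 883), and 2 of 100 gave at least 40 genes at both times (maximum 434). For the interaction all 100 splits gave at least 0 genes, which says nothing, and 47 of 100 gave at least as many genes with p under 0.05 as the real 451.

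Genes called at 9 weeks may reflect a different share of other cell types in the libraries. Tuft markers changed by -1.24 on HFD at 9 weeks (permutation p = 0.0511) and by -0.38 at 22 weeks (permutation p = 0.393). With the tuft marker covariate 21 of the 466 genes kept their call at 9 weeks and 90 of the 111 at 22 weeks. At 9 weeks 442 of the 466 genes still had an unadjusted p under 0.05 with it and a median of 70.8% of the log2 fold change was left, and at 22 weeks 111 of the 111 and 93.2%. Within diets, genes called higher at 9 weeks had a median correlation of -0.42 with the tuft marker share (93.2% negative) and genes called lower 0.581 (94.1% positive), against -0.078 over all genes. At 22 weeks these values were -0.323 (91.8% negative) and 0.409 (76.0% positive), against -0.032. The covariate also differed between the diets (r = -0.388 at 9 weeks and -0.212 at 22 weeks). When its values were shuffled within diets, 2 of 20 draws left as few of the genes at 9 weeks and 10 of 20 at 22 weeks, where the draws kept a median of 89 genes. What the covariate removed and what diet alone would remove can therefore not be separated fully, and the 2 cannot be told apart for the 9-week calls it took away. For the 90 genes that kept their call at 22 weeks the covariate argues against the share it measures as the whole cause, and a part of the effect stays open because these genes follow the share within diets. A lower complexity of the HFD libraries at 9 weeks was not settled by the genes detected at equal depth, which differed by -85.2 on HFD (permutation p = 0.908), with an SD of 1788 on RFD and 1615 on HFD and differences of 1102, -1699 and -219.7 in the number series. With the genes detected covariate 456 of the 466 genes kept their call, which argues against a trend with the number of genes detected as the whole cause.

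Genes of fatty acid oxidation could be raised by RNA from enterocytes. With the enterocyte covariate the list had a camera adjusted p of 3.36e-09 at 9 weeks and 1.63e-09 at 22 weeks, at the preset correlation. This argues against a different share of enterocyte RNA as the whole cause. Enterocyte markers were high on both diets, with a mean log2 CPM of 8.45 on RFD and 8.27 on HFD at 9 weeks. At 22 weeks the means were 9.44 and 9.66. A response to diet inside enterocytes in the sort is not measured by the covariate and stays open. A lower share of tuft cell RNA could lower Gabbr1, and with the tuft marker covariate Gabbr1 at 22 weeks had an unadjusted p of 0.000658, which argues against it as the whole cause for this gene at that time.

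MHC class I genes had mean log2 fold changes of -0.95 at 9 weeks (17 of 17 lower, camera adjusted p = 1.17e-08, 5 called over all genes and 12 adjusted over the list alone) and -0.88 at 22 weeks (17 of 17 lower, camera adjusted p = 2.01e-13, 6 and 13). The incomplete copy of the study's table includes 7 and 1 of the 18 genes of the list. RNA from T cells is a candidate source. On the scale of CPM of all reads in a library, without the TMM normalization used for the other CPM values of B2m, the summed T cell markers differed between the diets by 21.3 CPM at 9 weeks and 21.8 CPM at 22 weeks, which is 11.2% and 2.02% of the difference in B2m (190 and 1080 CPM). H2-K1 differed by 918 and 1590 CPM. How much B2m or H2-K1 T cells hold for each read of these markers was not measured here, so this source and a change in the tuft cells cannot be told apart at either time. Reads shared between H2 paralogs are argued against at 22 weeks by B2m, which has no such paralog and whose log2 fold change was -1.124.

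Ppargc1a at 9 weeks may depend on libraries of 1 number series. Without it the difference in log2 CPM was -0.337 with fewer mice, which is lower on HFD but did not pass, so a batch and the diet cannot be told apart for this gene.

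The other marker lists gave these differences (HFD minus RFD, log2) at 9 and 22 weeks: enterocyte -0.18 and 0.22, goblet 1.07 and 0.93, Paneth 2.41 and 0.65, B and plasma cell -0.45 and -0.11, macrophage and dendritic cell -0.55 and 0.31, eosinophil -0.08 and 0.06, M cell 0.34 and 0.24, and enteroendocrine -0.41 at 9 weeks. None of these passed the threshold. At 9 weeks the incomplete copy of the study's table (1423 genes) includes 3 of the 25 tuft markers and 1 each of the enterocyte, enteroendocrine, T cell and stem and cycling markers, and at 22 weeks the copy (252 genes) includes none of the 11 lists' markers.

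Genes that the paper relates to body measures had these diet values at 9 weeks. Coq8a had 49.3 ± 29.5 CPM on RFD and 107.1 ± 43.9 CPM on HFD (log2 fold change 1.16, adjusted p = 0.0662, 10 of 11 mice above). Extl3 had 31.7 ± 16.4 and 13.8 ± 5.67 CPM (log2 fold change -1.21, adjusted p = 0.115, 11 of 11 mice below), and Smcr8 14.2 ± 9.14 and 5.39 ± 3.96 CPM (log2 fold change -1.33, adjusted p = 0.236, 11 of 11 mice below). At 22 weeks the log2 fold changes were 0.45, -0.03 and -0.20, and none passed.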
